# DNA methylation drives hematopoietic stem cell aging phenotypes after proliferative stress

**DOI:** 10.1007/s11357-024-01360-4

**Published:** 2024-10-11

**Authors:** Hagai Yanai, Taylor McNeely, Saipriya Ayyar, Michael Leone, Le Zong, Bongsoo Park, Isabel Beerman

**Keywords:** Hematopoietic stem cells, Aging, Replicative stress, DNA damage, DNA methylation

## Abstract

Aging of hematopoietic stem cells (HSCs) is implicated in various aging phenotypes, including immune dysfunction, anemia, and malignancies. The role of HSC proliferation in driving these aging phenotypes, particularly under stress conditions, remains unclear. Therefore, we induced forced replications of HSCs in vivo by a cyclical treatment with low-dose fluorouracil (5FU) and examined the impact on HSC aging. Our findings show that proliferative stress induces several aging phenotypes, including altered leukocyte counts, decreased lymphoid progenitors, accumulation of HSCs with high expression of Slamf1, and reduced reconstitution potential, without affecting stem cell self-renewal capacity. The divisional history of HSCs was imprinted in the DNA methylome, consistent with functional decline. Specifically, DNA methylation changes included global hypermethylation in non-coding regions and similar frequencies of hypo- and hyper-methylation at promoter regions, particularly affecting genes targeted by the PRC2 complex. Importantly, initial forced replication promoted DNA damage repair accumulated with age, but continuous proliferative stress led to the accumulation of double-strand breaks, independent of functional decline. Overall, our results suggest that HSC proliferation can drive some aging phenotypes primarily through epigenetic mechanisms, including DNA methylation changes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-024-01360-4.

## Background

Hematopoietic stem cells (HSC) are responsible for producing all blood cell types throughout the lifespan. Many aging phenotypes have been described in HSCs including increased numbers, reduced functional potential, an altered epigenetic landscape, intrinsic myeloid bias, and others [1–4]. Recently, it has also been shown that the removal of the age-associated myeloid biased HSCs [5] results in a rejuvenation of several immune phenotypes [6]. However, it is still not fully understood what drives HSC aging. While it has been demonstrated that stem cell-extrinsic factors can play a part [7–10], several changes, such as genomic / epigenomic integrity, are most likely driven intrinsically. Among these potential aging drivers, several lines of evidence suggest that the replicative history of HSCs is a major factor. First, despite possessing an extremely high replicative potential [11–14], this ability appears to be finite [15]. In addition, HSCs are predominantly quiescent throughout life, especially during homeostasis absent of acute stress [16–19]. HSCs also seem to track and limit their self-renewal under normal physiological conditions, affecting their functional potential decline during aging [20]. Finally, experimentally enforcing HSC replication, by various approaches, leads to an altered epigenomic profile that mimics physiological aging [3], expansion of an age-associated sub-population [21], and when extreme, HSC attrition [22].

It has been previously shown that DNA damage accrues during aging in quiescent HSCs, which is mostly fixed by entry to the cell cycle [23]. However, others have reported that proliferation promotes DNA damage [22] or causes replicative stress that is independent of genomic integrity [24]. This yet unclear relationship between HSC replicative profile, genomic integrity, and aging is especially important in the context of human age-related diseases, as the evident age-related accrual of DNA damage [25] can result in somatic mutations in the progenitor compartment [26–29] that could contribute to clonal expansion and disease [30–33]. The same is true for clinical stem cell transplants especially since they would involve a heavy stem cell replication burden to fully reconstitute the recipient’s hematopoietic system.

Another cell-intrinsic feature that was proposed to contribute to HSC aging is DNA methylation changes [34]. Differential methylation has been reported in HSCs from old animals [3, 4, 35] and has been linked to HSC proliferation [3]. It has also been proposed that at least some aging DNA methylation changes are intrinsically driven rather than attributed to signaling from the niche [36], at least when predicting age with a DNA methylation aging clock. However, it is still unclear what drives the alteration of the methylome and which of the changes contribute to the functional decline of HSCs with age.

To better understand the relationship between proliferative stress and aging of HSCs, we used serial low-dose treatments of 5-Fluorouracil to force HSC proliferation in vivo. We analyzed the genomic integrity, gene expression, and DNA methylation profiles to better understand the mechanisms and dynamics of replicative stress.

## Methods

### Aim, design, and setting

The aim of this study was to better understand the effects of proliferation and proliferative stress on HSCs in an in vivo environment. Specifically, we wanted to measure the effects on HSC function in a native and transplant setting, DNA integrity, gene expression, and epigenetic regulation (DNA methylation).

### Animals

Unless otherwise described, all experiments used 3-month-old C57BL/6 J female mice (at study start), maintained at the NIA vivarium under standard conditions as depicted in the Guide for the Care and Use of Laboratory Animals. All experimental procedures were approved by the NIA (National Institute on Aging) Animal Care and Use Committee (469-TGB-2025).

5-FU was administered at 150 mg/kg by intraperitoneal injection, once per 3 weeks, as previously described [3]. Animals were continuously monitored for general health and body weight and no discernable side effects were observed.

### Hematological analysis

For hematological analysis, ~ 50 µl blood was drawn from the tail into an EDTA tube and immediately measured for complete blood counts using a Hemavet 950FS analyzer (Drew Scientific, FL, USA).

### Bone marrow analysis and HSC isolation

For bone marrow analysis, both hind legs, including the pelvis, femur, and tibia, were crushed with cold sample media (PBS, 2% FBS, 2 mM EDTA, Pen/Strep 100 µg/ml (ThermoFisher Scientific, USA)) then filtered with a nylon mesh. Marrow was then treated for red blood lysis by ACK treatment (30 s in RT) and stained with the following antibodies for 90 m in the dark on ice: CD34 (Thermo Fisher Scientific, 11–0341-85, 1/50), Flk2 (BioLegend, 135310, 1/50), cKit (BioLegend, 105808, 1/200), Sca-1 (BioLegend, 108126, 1/200), CD150 (BioLegend, 115914, 1/200), CD16/32 (Thermo Fisher Scientific, 45–0161-82, 1/100), IL-7Rα (BioLegend, 135024, 1/200) and biotin-conjugated lineage markers, including TER-119 (BioLegend, 116204, 1/100), B220 (BioLegend, 103204, 1/100), CD11b (BioLegend, 101204, 1/100), CD3 (BioLegend, 100244, 1/100), and Gr-1 (BioLegend, 108404, 1/100). Propidium Iodide (PI) was employed to exclude dead cells from the analysis, and HSCs were analyzed on a FACSAria II (BD Biosciences) flow cytometer.

For HSC isolation, c-Kit enrichment was first performed using c-Kit/PE antibody and EasySep™ PE immunomagnetic positive selection kit II (StemCell Technologies, 17684) according to manufacturer’s instructions. C-Kit enriched cells were then stained as described above only using antibodies against CD34, Flk2, c-Kit, Sca-1, CD150, IL-7Rα and lineage markers, including TER-119 (BioLegend, 116232, 1/200), B220 (BioLegend, 103227, 1/200), CD11b (BioLegend, 101224, 1/200), CD3 (BioLegend, 100214, 1/200), and Gr-1 (BioLegend, 108434, 1/200). PI was used for dead cell exclusion, and HSCs were sorted as PI-Lin^−^cKit^+^Sca1^+^CD34^−^Flk2^−^CD150^+^ on a FACSAria II (BD Biosciences) flow cytometer.

### HSC transplant

CD150^+^ HSCs were sorted as explained above from the 5FU treated CD45.2 donor mice and 400 HSCs were transplanted into lethally irradiated (954 rads), CD45.1 hosts (11–13 weeks old) along with 2 × 10^5^ CD45.1 competitor whole bone marrow cells. All transplants were performed by tail vein injection in a 200 µl PBS solution. Following transplantation, recipient mice were maintained on antibiotics (Trimethoprim-Sulfamethoxazole; TMS) in their drinking water for two weeks and monitored closely for health issues. Engraftment was assessed by peripheral blood chimerism from tail vein bleeds up to 4 m after transplant, at which point recipient mice were sacrificed for bone marrow analysis and secondary transplant. For post-transplant bone marrow analysis, CD45.1 (BioLegend, 110728, 1/100) and CD45.2 (BioLegend, 109820, 1/100) antibodies were included to differentiate donor- and host-derived cells.

### mRNA expression

For gene expression analysis, 25-50 K sorted HSCs were sorted into Trizol and kept frozen until RNA isolation. mRNA was assessed with the Affymetrix Clariom D platform at the Johns Hopkins Medical Institute Deep Sequencing and Microarray Core (MD, USA) under manufacturer standard operating procedures. Analysis was performed on the Transcriptome Analysis Console (TAC) software (Thermo Fisher Scientific, USA) using the standard Limma Affymetrix QC with SST-RMA normalization. Assessment of statistical dependence of expression as a function of treatment cycles was performed on the JMP statistical software (MP Statistical Discovery LLC).

### DNA damage analyses

For the alkaline comet assay, 5 K HSCs were sorted into PBS and the comet assay was performed according to manufacturer instructions (Trevigen – Bio-Techne, USA) and as previously described [3]. Comets were imaged on the DeltaVision scanning microscope (GE, USA). Images were then semi-manually quantified using CometScore 2.0 by 2 independent people in a double-blind fashion. Statistical assessment of group differences was performed on GraphPad Prism (Dotmatics, MA, USA).

gH2AX assay was performed as previously described [3] and imaged with the DeltaVision scanning microscope (GE, USA). Quantification was performed manually in a blind fashion using ImageJ and statistical analysis was performed as in the comet assay.

### DNA methylation analysis

For DNA methylation, HSCs were sorted into PBS and flash frozen until DNA methylation assay by reduced representation bisulfite sequencing as previously described [3]. Methylation data was analyzed as follows to identify differentially methylated loci: raw reads of adapter dimers were trimmed using Trim Galore (0.4.3) with a minimum quality score above > 25 then attached adapter dimers were trimmed using cutadapter. Bisulfite-converted index (GA and CT conversion) was generated using mm10 mouse genome and aligned with bismark [37]. Aligned reads were then analyzed with Bismark methylation extractor tool for the level of methylation in each CpG. At least a million sites per sample were predicted. Differentially methylated loci were predicted by methylKit [38] as at least > 10% methylation difference (FDR < 0.05) with a minimum coverage of ten reads per base.

To generate DNA methylation blocks, we generated 100 base-pair binned DNA methylation levels across the genome, calculated the average DNAm level per block for each experimental group (0x, 2x, 4x, and 10x) then used this average DNAm level for mean CpG imputation. We calculated the DNAm level using all methylated and unmethylated sites from the binned CpG sites when the minimum coverage was more than 10. Genome annotation was based on the Homer package. Genes, exons, introns, and UTRs were taken from Homer annotation tools. TSS-promoter sites were considered the identified DMRs close to TSS (less than 1 kb). TSS-proximal sites were considered the identified DMRs close to TSS (less than 20 kb), and TSS-distal sites were considered the DNAm block whose distance to TSS is above 20 kb. Correlation and DNAm heatmap plots were generated by ggplot2, heatmap.2 function in R environment. (R version 4.2.0). Response screening was performed in JMP. Upset plots were generated on Intervene (https://intervene.shinyapps.io/intervene/). Graphical representation of DNA methylation results was plotted on Biorender (https://www.biorender.com/). Enrichment analyses were performed using GSEA (https://www.gsea-msigdb.org/gsea/login.jsp).

## Results

### Induced HSC proliferation by serial 5-fluorouracil treatments mimics some hematopoietic and bone marrow aging phenotypes

Adult HSCs are predominantly quiescent [16–19]. Therefore, to efficiently investigate the impact of in vivo replications on HSCs, we treated young adult mice with 150 mg/Kg of 5-fluorouracil (5-FU), which preferentially kills cycling blood cells and drives HSC proliferation, as previously described [23, 39]. To test for different degrees of proliferation, we treated mice in cycles of zero (0x) to ten (10x) serial doses, with 3-week intervals between injections to allow the hematopoietic system to regain homeostasis (Fig. 1A). 5-FU treatments had no effect on body weight (Fig. S1A) and mice had no overt side effects. To measure the long-term effects of proliferative stress on HSCs on hematopoiesis, we measured complete blood counts (CBC) 1 month following the last 5FU induction cycle. We observed a progressive, regimen-dependent reduction in white blood cells, lymphocytes, and hematocrit, and an increase in platelet counts (Fig. 1B), corresponding to the observed changes in the blood of 2-year-old mice (Fig. S1B). The overlap in aging-like changes in the peripheral blood after 5FU were not universal though, as red blood cell numbers, distribution width, and hemoglobin levels remained unaffected by the treatment yet change with age.

**Fig. 1:**
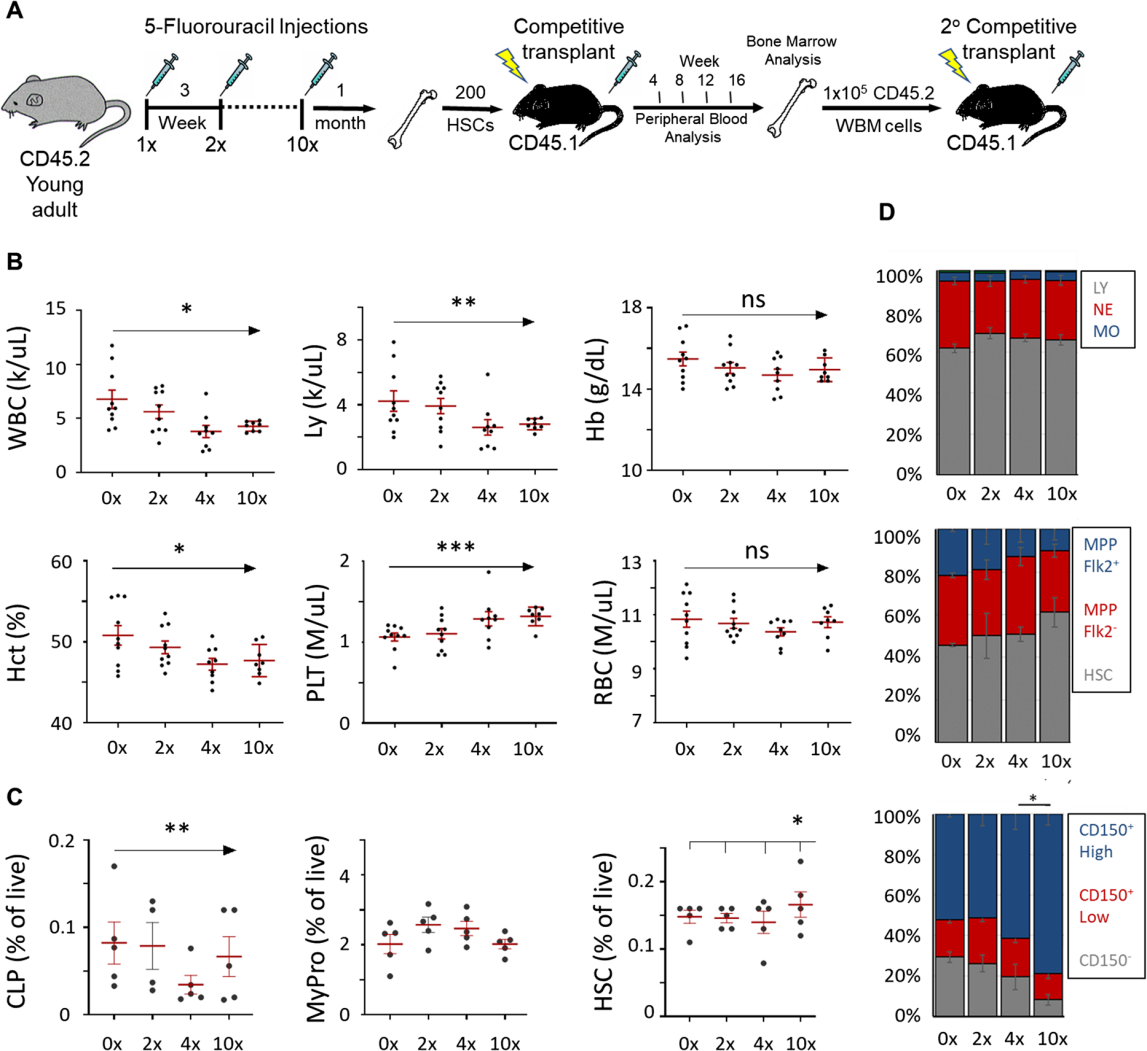
Enforced HSC replications lead to several hematopoietic aging phenotypes. **A** Study design. **B** Complete blood counts (CBC) 1 month after the end of treatment for white blood cells (WBC), lymphocytes (Ly), hemoglobin (Hb), hematocrit (Hct), platelets (PLT), and red blood cells (RBC). Each dot represents a single mouse with red lines representing mean ± SEM. **C** Bone marrow progenitor frequencies for common lymphoid progenitors (CLP), myeloid progenitors (MyPro), and hematopoietic stem cells (HSC). **D** Proportions of peripheral blood cells (top), major populations in the bone marrow multipotent compartment (LSK – middle), and HSC subpopulations based on CD150 expression (bottom). Statistical significance of treatment was determined by a one-way ANOVA (*p < 0.05; **p < 0.01; ***p < 0.001)

Aging of the bone marrow progenitor compartment includes a reduction in lymphoid progenitor frequencies and an accumulation of HSCs that express a high level of the surface marker Slamf1 (CD150) [5]. We observed a proliferative stress-dependent trend of common lymphoid progenitor reduction in the bone marrow, while maintaining myeloid progenitor frequencies (Fig. 1C, Fig. S2). Accordingly, the fraction of CD150^high^ HSCs was increased (Fig. 1D), but only a mild increase in overall HSC frequencies was observed after 10 cycles. This is likely because the age-related accumulation of CD150^high^ HSCs is an early aging phenotype that was already present in 0 × controls at the endpoint of the experiment when the animals reached early middle age (Fig. 1C, Fig. S3). This bone marrow phenotype was consistent with the myeloid bias in the peripheral blood of all experimental animals (Fig. 1D), corresponding to the aging phenotype (Fig. S3).

### HSC functional potential is decreased following forced proliferative stress in a transplant setting

To test how forced proliferations influence the functional capacity of HSCs, we performed competitive transplants of stem cells into young lethally irradiated mice (Fig. 1A). HSCs from donors that received four or more serial treatments of 5-FU displayed a marked reduced reconstitution potential, as seen by both total blood and granulocyte chimerism (Fig. 2A). These HSCs also demonstrated a reduced capacity to reconstitute the bone marrow and the primitive multipotent compartment (Fig. 2B). However, all experimental groups had similar potency in reconstituting the HSC compartment (Fig. 2B); indicating that forced proliferations did not reduce the HSC self-renewal capacity. Of note, HSCs from the 10 × group formed a compartment that was dominated by CD150^high^ expressing cells (Fig. 2B). Unexpectedly, the reduced competitive fitness of proliferatively stressed HSCs was not accompanied by a significantly altered lineage differentiation preference (Fig. 2C), with only a statistically non-significant trend for increased myeloid bias of HSCs from the 4 × and 10 × donors. To test for the effect of replicative stress on long-term reconstitution potential we performed a secondary competitive transplant of donor-derived bone marrow. As expected for a secondary transplant of HSCs from similar aged donors as the experimental mice (middle age), we observed an overall low competitive potential for all groups but a surprisingly increased potential for the 2 × and 4 × groups (Fig. 2D).

**Fig. 2:**
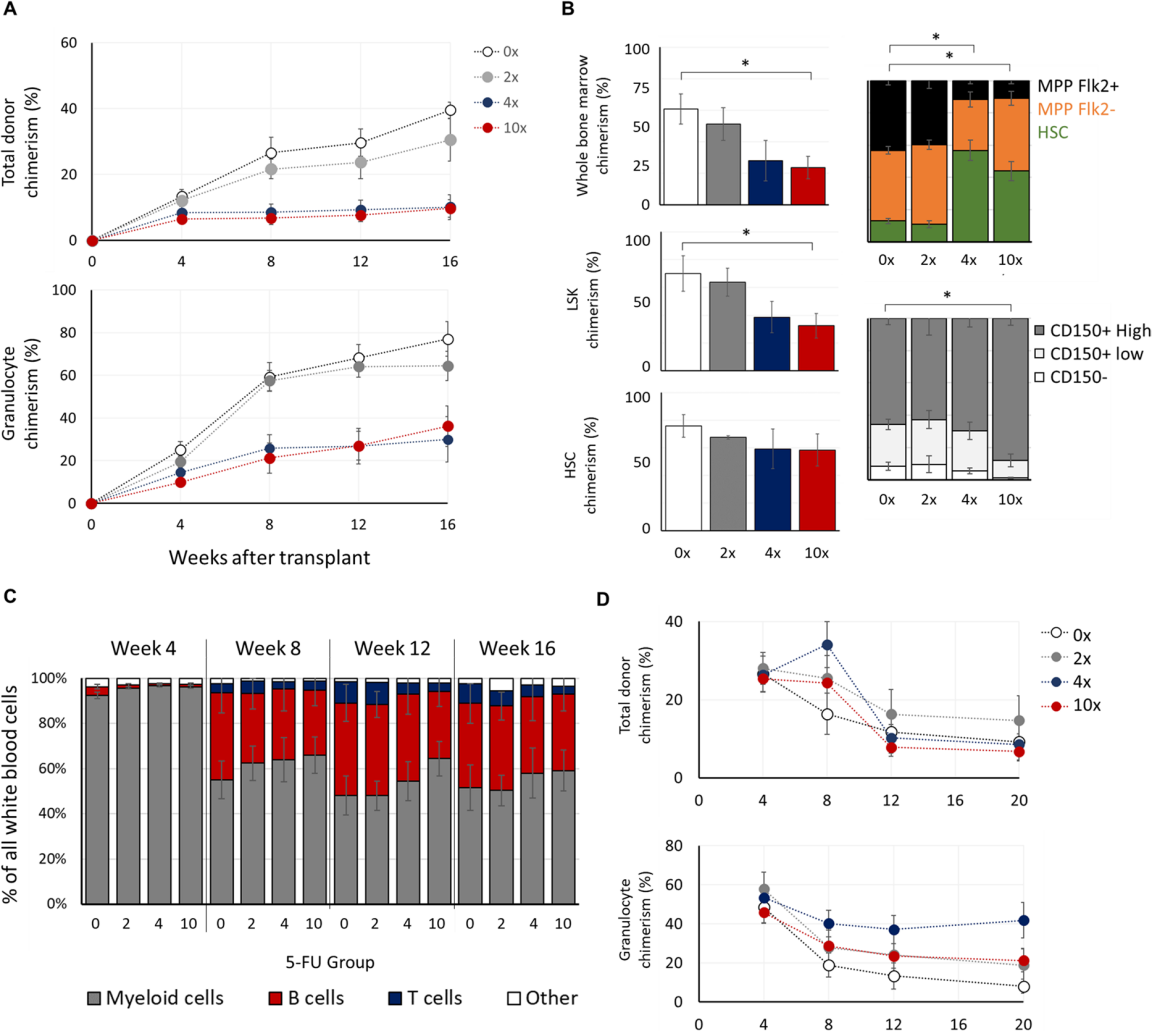
Enforced HSC replications lead reduced reconstitution potential but not self-renewal. HSCs from the indicated treatment groups were injected into lethally irradiated host CD45.1 mice (400 cells per host) with 200 K bone marrow cells from young CD45.1 donor as competitors. **A** Total blood chimerism and granulocyte-specific chimerism (determined as the ratio of CD45.2/CD45.1) at the indicated time points. Each dot represents group mean ± SEM. **B** Bone marrow progenitor chimerism for the indicated populations 4 months after transplant (left) and donor-derived population distributions for the multipotent progenitor compartment (top), and HSC compartment (bottom). **C** Peripheral blood population distribution for donor-derived cells. **D** Total and granulocyte chimerism following a secondary transplant

### Modest long-term transcriptional changes after proliferative stress

To better understand the intrinsic changes that drive the observed functional alterations in HSCs, we examined their mRNA expression. To ensure that the analysis represents long-term effects of proliferative stress on HSCs rather than the immediate response, experiments were performed 2 months after the last 5-FU cycle. Overall, the gene expression profile correlated with experimental groups (Fig. 3A). However, differential gene expression analysis indicates gene expression changes were minimal, and often did not meet the threshold criteria for significance (Fig. S4). Similarly, no genes were detected as statistically dependent on the number of cycles in a multiple regression analysis. Even under a less stringent threshold for differential expression, the analysis was dominated by non-coding or “predicted” gene transcripts (Fig. 3B). These differentially expressed transcripts were not enriched for any annotated pathways or protein–protein interaction networks. Taken together, our results indicate a highly regulated gene expression pattern in HSCs, that is largely unperturbed following this replicative stress.

**Fig. 3:**
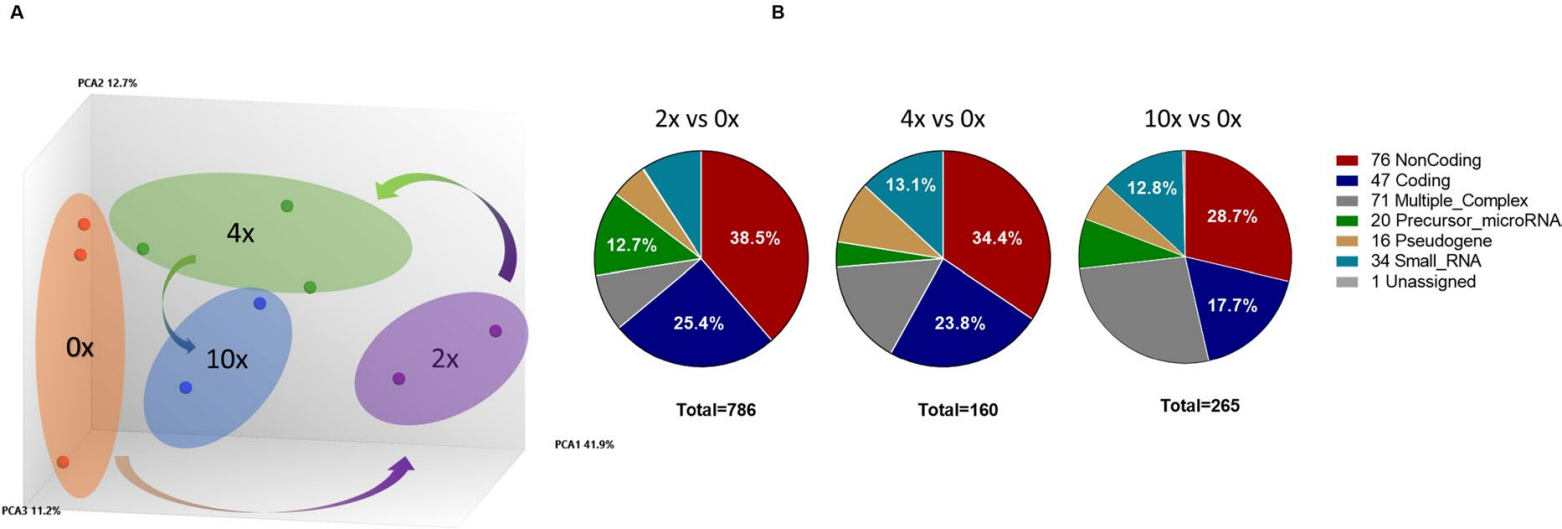
Long-term mRNA expression profile of HSCs is resilient to forced proliferations. **A** PCA plot. **B** Distribution according to the general annotation of statistically trending differentially expressed transcripts with a threshold of *p* < 0.05 without Bonferroni correction

### DNA damage dynamics

As previous studies have shown a relationship between HSC proliferation, aging, and DNA damage, we tested for genomic integrity following forced replications using the comet assay. Similarly to Beerman et al. [23], DNA damage in HSCs was reduced following forced replication (Fig. 4A, Fig. S5A). However, continuous forced proliferation resulted in a marked increase in the DNA strand break burden. This was evident in two of the most commonly reported comet parameters — Olive Tail Moment and % Tail DNA. Of note, the DNA damage profile of the 4 × group was reduced compared to the aged-matched controls, indicating that the reduced reconstitution potential described above was not mediated by genomic stress. Next, we repeated the experiment on an independent cohort with 0–6 cycles of 5FU treatments where the groups with 2 doses of 5FU are treated either in the beginning (2x-s) or end (2x-e) of the experimental period, thereby giving HSCs a long or short period of post-stimulation, respectively. In this experiment also, DNA damage that was accrued with age was repaired upon initial forced replication, a trend which was reversed by cycle 6 (Fig. 4B). It is important to note that the tail moment values are highly dependent on the experimental conditions, which resulted in differences between the experiments but in a consistent relationship to both positive and negative controls.

**Fig. 4:**
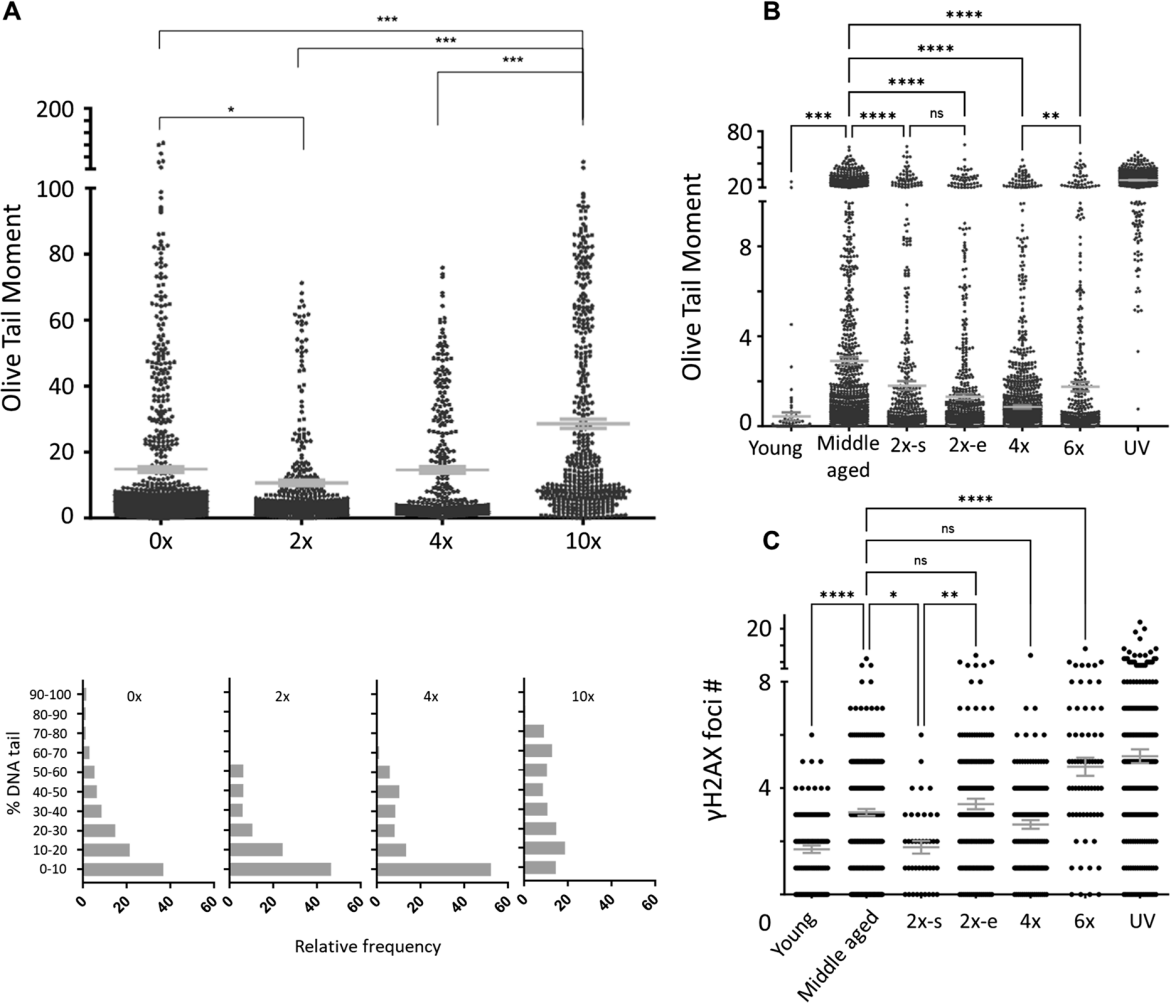
DNA damage is initially repaired upon cell proliferation but with repetitive stress begins to accumulate. **A**, **B** Olive tail moment score for an alkaline comet assay to quantify DNA damage in single HSCs, performed 1 month following treatment end. Each dot represents a single cell measured with red lines showing mean ± SEM (top panel). The bottom panel shows the %DNA in tail distribution. Results for UV positive controls in **A** are not presented due to extreme overlap in the tail but indicate a successful assay (Fig. S5A). **B** Repeat of the experiment with age controls and a treatment of 2 × at the start (2x-s) and end (2x-e) of the entire treatment regimen. **C** Quantification of γH2AX foci for the samples in **B**. Statistical analysis was performed by one-way ANOVA with multiple comparison correction

Interestingly, we observed a different DNA damage distribution in HSCs from mice that received the 5FU treatment in the beginning (2x-s) than the ones that were treated at the end (2x-e), suggesting DNA damage is repaired when challenged to cycle and is then accumulated again (2x-s had time to accumulate again while the other cycles are administered whereas 2x-e has just repaired the accumulated damage before quantification). These results are further reinforced when compared to the number of γH2AX foci in the HSC nuclei (Fig. 4C, Fig S5C). Overall, the results support the hypothesis that DNA damage accrues in HSCs with age and can be repaired upon cell proliferation; however, if the replication stress is excessive, DNA damage accumulates.

### Epigenetic imprint of proliferative stress

As the intrinsic, reduced functional potential of the stem cells was not mediated at the mRNA expression level, and was not fully correlated with DNA integrity, we next looked at epigenetic regulation by measuring DNA methylation with reduced representation bisulfite sequencing (RRBS). 

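RRBS measures methylation at CpG sites in restriction fragments that are rich in CpG, so promoters and CpG islands are over-represented. The HSCs came from female C57BL/6J mice, 3 months old at the start, that received 5-fluorouracil (5FU), an antimetabolite that is toxic to cycling cells, at 150 mg per kg every 3 weeks. Methylation was measured 1 month after the last cycle in 4 untreated samples (0x), 6 samples after 2 cycles (2x), 4 samples after 4 cycles (4x) and 6 samples after 10 cycles (10x). The sample labels give the tissue as blood, whereas the paper describes cells sorted from bone marrow, and they do not say that each sample is a separate mouse. The p-values therefore measure only the spread between these samples, which may be technical. The authors trimmed the reads with Trim Galore 0.4.3, aligned them to mm10 with Bismark 0.23.1, kept positions with at least 10 reads in methylKit 1.22.0 and averaged them in bins of 100 bp. The paper states that a bin missing in a sample was given the mean of its group. The deposited values are the percent methylation of 1201951 bins in each of the 20 samples, with no read numbers, so the depth behind a value is unknown. In 500468 bins (41.6%) all 20 samples hold the same value, and in 434363 bins (36.1%) a value other than 0 or 100 is repeated exactly within a group. Such a value is also shared between groups: at least 2 groups hold the same one throughout in 86064 bins, and all 4 do in 16632 bins. Among unrepeated values, samples of different groups were equal in 0.094% of pairs. The values given for each conclusion come first from the 84131 bins (7.00%) in which every group varies and no value other than 0 or 100 is repeated within a group, called the bins without repeated values, and then from all deposited bins. Tests of bins, and promoter values of genes, in all deposited bins use those that vary between samples. The first set leaves out bins that are truly at 0 or 100 throughout a group, and its mean level is lower. It may still hold a value filled in a single sample of a group, since such a value does not recur. In all deposited bins, filling with the group mean makes samples of a group alike by construction. Permutation and limma p-values there do not allow for this and cannot by themselves show a group difference. Bins were compared with limma after Benjamini-Hochberg adjustment at 0.05, with a difference of at least 10 percentage points between 2 groups, promoters of genes in the same way with no minimum difference, and group means with exact permutation tests. Promoters were taken as the bins within 1 kb of a RefSeq transcription start site of GRCm38.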

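In the bins without repeated values, samples of one group were on average no more alike than samples of different groups. Over the 190 pairs of samples, the mean Pearson correlation across bins was 0.893 within groups and 0.894 between groups, a difference of -0.000649 (one-sided permutation test of the group labels, p = 0.563). These bins were selected by whether each real group varies, a condition that permuted groups need not meet. The p is therefore conditional on that selection. The groups differed in how alike their own samples were. The 10x samples correlated at 0.938 with each other, 0.0330 above their correlation with other groups, and the 4x samples at 0.920, 0.0171 above. The 2x samples correlated at 0.838 with each other, which was below their correlation with other groups by the difference of -0.0389. Values at 0 or 100 made up 48.9 to 62.2% in 2x, 28.0 to 48.6% in 0x, 9.26 to 52.5% in 4x and 23.9 to 38.1% in 10x. Whether this lowers the correlation in 2x was not tested. The 2x difference was 0.0225 where at least 1 group varies, 0.0812 as deposited and -0.0297 with repeated values left out. In the bins without repeated values, single pairs lay between 0.820 and 0.962. The difference within minus between groups was positive without any one of the 2x samples, at 0.00458 to 0.00543 (one-sided permutation test, p = 0.0523 to 0.0742), and close to 0 without the 0x samples 01 or 13 or the 4x sample 06 (0.00049, 0.00012 and 0.000083). This difference was more negative without any one of the 10x samples, at -0.00610 to -0.00529 (one-sided permutation test, p = 0.963 to 0.979). Without the 10x group it was -0.0112 (one-sided permutation test, p = 0.998). Over all deposited bins, the mean correlation was 0.932 within and 0.859 between groups, a difference of 0.0730 (one-sided permutation test, p = 1e-04, the smallest that these permutations can give). Filling with the group mean raises this difference by construction, so this p is not a test of separation. In the 10000 bins of the largest variance among those without repeated values, the difference was 0.0249 (one-sided permutation test, p = 0.0376).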

Overall, DNA methylation profiles were highly dependent on the experimental group and consistent between the samples (Fig. 5A). 

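Mean methylation was higher after 10 cycles of 5FU than in untreated HSCs. In the bins without repeated values it was 49.4% ± 0.621 (SD, n = 4) in 0x and 50.6% ± 0.243 (SD, n = 6) in 10x, a difference of 1.22 percentage points (exact permutation test, two-sided, p = 0.00476, the smallest that these groups allow, and 0.0143 adjusted over the 3 comparisons). Each of the 6 samples of 10x lay above each of the 4 of 0x. The means of 49.8% ± 0.622 (SD, n = 6) in 2x and 50.2% ± 0.216 (SD, n = 4) in 4x lay between them, and their differences from 0x of 0.416 and 0.823 points were within the spread of the samples (exact permutation, p = 0.348 and 0.0857). In sets chosen after seeing the data, the 2x difference was 1.29 points where at least 3 groups vary and 1.81 where at least 1 does (exact permutation, adjusted p = 0.0214 and 0.00714), and its sign turned, to -0.383 points (exact permutation, adjusted p = 0.533), with repeated values left out as missing. In bins of 20 to 80%, also chosen so, the 10x difference was 2.43 points and did not pass (exact permutation, adjusted p = 0.0571). Across the 20 samples the mean rose by 0.112 points per cycle, with a Pearson r of 0.705 (permutation p = 0.00071, adjusted 0.00284 over the 8 slopes computed) and a Spearman rho of 0.794 (permutation p = 5e-05). Where at least 1 group varies the slope was 0.0548 points per cycle and did not pass, with an r of 0.281 (permutation p = 0.228, adjusted 0.261) and a rho of 0.187 (permutation p = 0.435). Without the 10x group the slope was 0.206 points per cycle with an r of 0.544 (permutation p = 0.0465, adjusted 0.0744) and a rho of 0.539 (permutation p = 0.0541). In all deposited bins the means were 76.3% ± 0.248 in 0x, 76.8% ± 0.166 in 2x, 76.8% ± 0.0565 in 4x and 77.3% ± 0.122 in 10x, and each treated group differed from 0x (exact permutation, adjusted p = 0.0286, 0.0286 and 0.0143). The samples carry label numbers from 01 to 12 or from 13 to 34. Within the first series 10x exceeded 0x by 0.877 points (2 against 2 samples, exact permutation p = 0.333, the smallest possible) and within the second by 1.58 points (4 against 2, exact permutation p = 0.0667, the smallest possible).

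**Figure D1:**
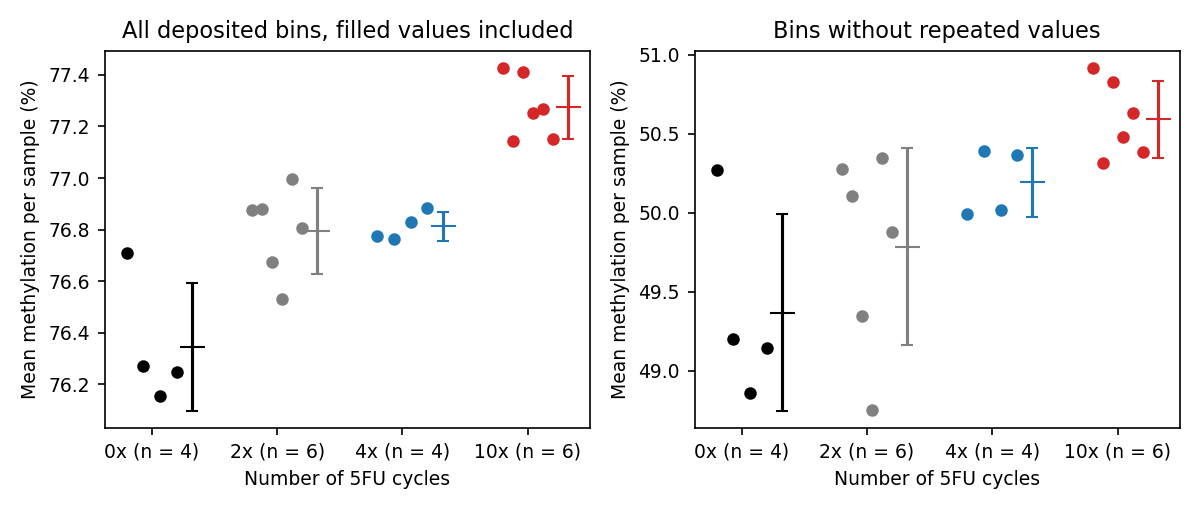
Mean methylation of each sample in percent (y axes) by number of 5FU cycles (x axes), over all deposited bins on the left and over the bins without repeated values on the right. Points are samples, and the horizontal lines with bars are the group mean and SD; on the right, the 6 samples of 10x lie above the 4 samples of 0x, and the y axes do not start at 0.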

In terms of global methylation changes, we observed a small but persistent hypermethylation correlating with proliferative stress (Fig. S6A), concordant with previous observations on HSC aging [3, 4, 35]. Interestingly, the global methylation trajectories were diverse across genomic locations, with an increase that occurred quickly after forced replication (2x) in non-coding regions, but more linearly in most other genomic regions, and promoter regions showed no global increase (Fig. S6C). 

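Of the 8 classes, intergenic DNA differed most between 10x and 0x, and promoters least. In the bins without repeated values, intergenic methylation was 71.6% ± 0.940 (SD, n = 4) in 0x and 73.8% ± 0.347 (SD, n = 6) in 10x, a difference of 2.15 points. Introns differed by 1.31 points, transcription termination sites (TTS) by 1.42 and 3′ UTRs by 1.24, and exons by 0.559. Promoters were at 10.4% in 0x and 10.5% in 10x, a difference of 0.0595 points (exact permutation, p = 0.543), and 5′ UTRs differed by -0.0905 points. The change in intergenic bins exceeded that in promoters by 2.09 points (exact permutation, p = 0.00476). None of the 24 comparisons of the 8 classes passed an adjusted p of 0.05 by exact permutation. The exact permutation p of 0.00476 for 10x in intergenic bins and in TTS became 0.0571. It is the smallest that these group sizes allow. After adjustment over 24 comparisons it could pass only if more classes came near it, so the failure says little about these classes. Non-coding RNA genes were at 40.3% ± 0.903 (SD, n = 4) in 0x, and differed from it by 0.453 points in 2x, 0.23 in 4x and 0.635 in 10x (exact permutation, p = 0.49, 0.686 and 0.138). Promoters in 2x were 0.373 points above 0x (exact permutation, p = 0.0238, adjusted 0.114). They were below it, by the difference of -0.46 (exact permutation, adjusted p = 0.00816) in bins in which at least 1 group varies, and of -0.692 (exact permutation, adjusted p = 0.248) with repeated values left out, both chosen after seeing the data. Over all deposited bins 16 of the 24 comparisons passed, non-coding RNA genes were higher than 0x by 0.661 points already in 2x and by 0.839 in 10x, and promoters in 10x by 0.169 points (exact permutation, adjusted p = 0.0508). Without the 0x sample 01, 6 comparisons passed in the bins without repeated values, and without the 2x sample 16, 5 passed.

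**Figure D2:**
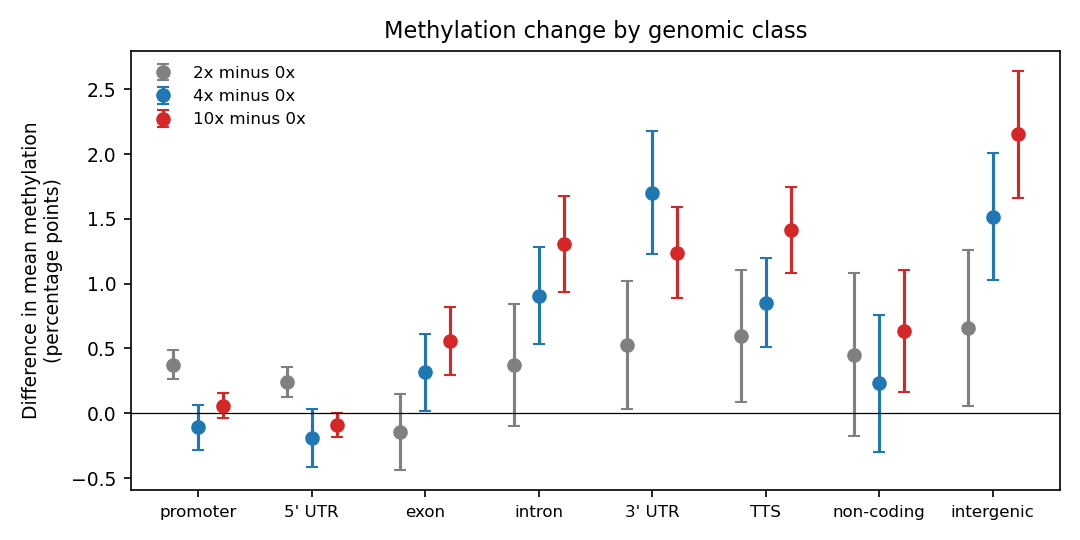
Difference in mean methylation from 0x in percentage points (y axis) for 8 genomic classes (x axis) in 2x (n = 6), 4x (n = 4) and 10x (n = 6), in the bins without repeated values. Points are differences of group means, bars are the standard error of the difference from the spread between samples, and the 10x points run from about 0 in promoters and 5′ UTRs to 2.15 in intergenic DNA.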

Unlike mRNA expression, methylation at many DNA regions were found to be significantly dependent on the number of 5FU cycles (Fig. 5B). These cycle-dependent methylation changes were heavily concentrated around transcription start sites (TSS) (Fig. S7A, B) and were both hyper- and hypo-methylated (Fig. S7C), suggesting a coordinated response of differential methylation around promoter sites rather than a stochastic response. 

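A single bin without repeated values passed the test of dependence on the number of cycles. It lies in intergenic DNA of GRCm38 on chromosome 5 from 119005600 to 119005699, and its nearest gene is 4930413E15Rik, an uncharacterised transcript. Its methylation fell by 4.82 points per cycle (adjusted p = 0.0341 from limma, named after its value was seen), from 88.1% ± 11.6 (SD, n = 4) in 0x through 83.0% in 2x and 72.4% in 4x to 42.0% ± 11.4 (SD, n = 6) in 10x. At an unadjusted p under 0.05, 1903 bins had a positive and 1088 a negative slope, together 3.56% of the bins tested. With the cycle numbers of the samples permuted, the number of such bins was 3415 in the median of 100 orders and at most 4749, against 2991 here. No bin passed under plain regression, or without the 0x sample 02, the 2x samples 04, 16, 17 or 18, the 4x samples 05, 06 or 19, or the 10x samples 11, 31, 32, 33 or 34. At least 1 bin passed in 11 of 100 orders of the cycle numbers, the real one included. Among all deposited bins, 64778 of the 701483 that vary (9.23%) passed, 30240 with a positive and 34538 with a negative slope. Of these 64778 bins, 97.7% have at least 1 group that holds a single value, 45.3% hold a single value within every group, and 0.574% are bins without repeated values. In data simulated from the bins without repeated values, 4.5% of bins given a slope of 4 points per cycle were recovered and 42.5% of those given 6 points per cycle, whereas 83% and 98.5% of them had an unadjusted p under 0.05.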

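Of the 64778 cycle-dependent bins in all deposited bins, 8.44% lay within 1 kb of a TSS, against 16.8% of the bins tested (odds ratio 0.431). Within 20 kb the shares were 47.3% and 52.3% (odds ratio 0.803). The 1 bin of this kind without repeated values, next to 4930413E15Rik, lies 53311 bp from the nearest TSS. Among bins without repeated values with an unadjusted slope p under 0.05 from limma, 26.1% lay within 1 kb of a TSS against 34.6% of those tested, an odds ratio of 0.659. With the cycle numbers of the samples permuted, the odds ratio was 0.669 in the median of 100 orders and ran from 0.551 to 0.794. A share this far below that of the tested bins also arises without a dependence on cycles. No such permutation was run for the deposited values. From the position of the changes around TSS and their occurrence in both directions (Fig. S7), the paper proposes a coordinated response around promoter sites in place of a stochastic one.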

When performing a group comparison to quantify changes compared to untreated controls, differential methylation was again concentrated around transcription start sites, regardless of cycle number (Fig. S7D). Therefore, we further analyzed the genes whose regulation could be affected by differential methylation in their promoter region. 

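The bins without repeated values that passed the test against 0x lay outside promoters. Upstream of Twist2, which encodes a basic helix-loop-helix repressor, the intergenic bin on chromosome 1 from 91799800 to 91799899 was at 98.9% ± 2.17 (SD, n = 4) in 0x and fell to 12.4% ± 5.59 (SD, n = 4) in 4x and 47.0% ± 4.99 (SD, n = 6) in 10x (adjusted p = 0.000389 and 0.000657 from limma). In an intron of the LIM homeobox gene Isl2, on chromosome 9 from 55544400 to 55544499, methylation fell from 25.7% ± 0.551 to 1.97% ± 2.95 in 4x and 2.81% ± 3.20 in 10x (adjusted p = 0.0488 and 0.0154 from limma). A bin in an exon of the protocadherin gene Pcdh7, on chromosome 5 from 57720600 to 57720699, rose from 1.65% ± 1.99 to 53.3% ± 1.07 in 4x (adjusted p = 0.000389 from limma). Near the hair keratin gene Krt84 on chromosome 15, the bin from 101536100 to 101536199 fell from 94.8% ± 6.44 to 52.8% ± 7.03 in 10x (adjusted p = 0.0286 from limma). Of the bins that passed in 10x, the largest change was a rise, from 7.78% ± 10.1 to 84.5% ± 13.2, in an intronic bin on chromosome 11 from 94346200 to 94346299, nearest to the predicted gene Gm51871 (adjusted p = 0.0278 from limma). An intergenic bin nearest to Efnb2, the gene of ephrin B2, rose from 73.3% ± 2.81 to 96.6% ± 4.00 (adjusted p = 0.0301 from limma). In 2x an intronic bin of Pdpn, the gene of podoplanin, fell from 51.5% ± 4.83 to 5.51% ± 7.26, and an intergenic bin nearest to Rasa1, a negative regulator of Ras, rose from 30.4% ± 2.27 to 56.9% ± 4.09. These bins were named after their values were seen. Among the bins without repeated values, limma called 2 hypermethylated and 1 hypomethylated bin in 2x, 3 and 3 in 4x, and 6 and 5 in 10x. None of them lay within 1 kb of a TSS, whereas 11, 4, 6 and 1 bins there were called without the 0x samples 01, 02, 13 or 14, 1 and 3 without the 2x samples 04 or 17, and 5 with a spread shared by all 4 groups. When the same bins were fitted together with all deposited bins, 645, 366 and 805 of them were called in 2x, 4x and 10x. At an unadjusted p under 0.05 with at least 10 points of difference, 1545 bins were hypermethylated and 857 hypomethylated in 2x, 1522 and 876 in 4x, and 2438 and 1080 in 10x, and 16.4%, 16.4% and 14.5% of them lay within 1 kb of a TSS (odds ratios 0.362, 0.363 and 0.308). Other divisions of the same samples into groups of these sizes gave odds ratios of 0.308 to 0.449, 0.315 to 0.394 and 0.275 to 0.435, so shares this low also arise between groups that mix treated and untreated samples. They gave at most 2978, 2744 and 3266 such bins, against 2402, 2398 and 3518 here. Among all deposited bins, 98470 passed in 2x, 69876 in 4x and 75831 in 10x, of which 8.10%, 7.18% and 7.22% lay within 1 kb of a TSS (odds ratios 0.397, 0.356 and 0.356), values for which no such division was run. With the label series as a block, 0, 3 and 1 bins passed in the bins without repeated values, and none passed in any group with a variance trend in limma or with the log2 ratio of the percents, both chosen after seeing the data. Without the 0x samples 01, 02, 13 or 14 the count in 10x was 98, 37, 52 and 27, and without the 10x samples 31, 32 or 34 it was 5, 1 and 3. In 2x it ran from 0, without the 0x sample 13 or the 2x samples 03, 15 or 16, to 24 without the 0x sample 01, and in 4x it was 3 without the 4x sample 05 or 20.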

The strongest reaction to proliferation was a common response independent of cycle number (Fig. 5C). 

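No bin without repeated values passed limma against 0x in all 3 treated groups. This cannot decide whether a common response in few bins is there, since limma recovered few simulated differences when 200 of these bins were changed. Of differences of 60 points it recovered 8.5%, 3.5% and 14% in 2x, 4x and 10x, and 93%, 90.5% and 94% had an unadjusted p under 0.05. At that p with at least 10 points, 17 of 100 divisions of the samples gave as many bins as 2x, the real one included. For 4x 7 of 35 did, and for 10x 1 of 100. No excess of such bins over other divisions was therefore seen in 2x or 4x. The bins near Twist2 and in Isl2 were lower in both 4x and 10x, and in 2x they were at 51.4% ± 43.3 and 11.4% ± 20.3 (SD, n = 6), with a wide spread. At the same threshold, all deposited bins gave 16710 bins hypermethylated in 2x, 4x and 10x, where independent lists of these sizes would share 201, and 5381 hypomethylated bins, where 79.6 would be shared. These are 20.0% and 6.68% of the bins called in any comparison in that direction. The 3 comparisons share the 0x samples. Groups of the same sizes were drawn at random from the bins without repeated values. Missing bins were filled with the mean of the drawn group. In the median of 20 draws, 0.839% of bins were called in all 3 comparisons, and 0 without filling. The deposited share is 3.15%. Where a deposited group holds a single value throughout, the number of filled values is unknown. This gap therefore cannot show that filling falls short of the deposited share.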

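The gene groups named by the paper showed small differences in promoter methylation, none of which passed adjustment over the 63 list comparisons made. A single list at the smallest possible exact permutation p in 10x, 0.00476, could not have passed that adjustment either. Promoters of 14 cell cycle inhibitors, the genes that hold cells in G1 such as the Cdkn family, were at 6.71% ± 1.82 (SD, n = 4) in 0x and 4.34% ± 1.14 (SD, n = 6) in 10x (exact permutation, p = 0.0286, adjusted 0.54). Promoters of 40 genes of the actin cytoskeleton were at 5.98% ± 0.985 in 0x and 7.57% ± 1.14 in 10x (exact permutation, p = 0.0429, adjusted 0.54). Promoters of 33 genes of cAMP signaling differed by 0.474 points (exact permutation, p = 0.476), and those of 22 genes of acute myeloid leukemia and cancer by 0.336 points (exact permutation, p = 0.519). By limma no member of these 4 lists passed in any comparison, over all genes tested or when adjusted over the list alone, and at an unadjusted p under 0.05 in 10x there were 0 higher and 2 lower cell cycle inhibitors, 1 and 0 actin genes, 1 and 1 cAMP genes, and 0 and 0 cancer genes. The promoters of 29 cancer genes in all deposited bins were at 17.0% ± 1.66 in 0x and 21.3% ± 0.655 in 10x (exact permutation, adjusted p = 0.0333), where 4 members were higher and 2 lower by limma, and 6 and 2 when adjusted over the list alone. There, 44 actin cytoskeleton genes were at 8.14% ± 0.566 in 0x and 10.4% ± 0.388 in 2x (exact permutation, adjusted p = 0.0333), with 5 members higher and 1 lower by limma, and 4 and 0 when adjusted over the list alone.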

In broad terms, these changes contained both hyper- and hypo-methylation and occurred in genes involved in cancer-related, cell cycle regulation, cytoskeleton regulation, and the cAMP pathway (Fig. S8A). Specifically, we observed a strong hypermethylation in STAT5A, IL3, CEBPE, FLT3, EIF4EBP1, RARA, GRB2, BCL2A1D, and BCL2A1B; all of which are involved in hematopoiesis regulation and leukemia in humans. 

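Of these 9 genes, 5 had a promoter bin without repeated values, and none of the 5 passed limma in any comparison, over all genes or when adjusted over the list alone. None had an unadjusted p under 0.05 from limma. By exact permutation Eif4ebp1, an inhibitor of translation initiation, differed in 2x before adjustment, at 2.10% ± 1.35 in 0x and 0.658% ± 0.564 in 2x (exact p = 0.0333). Rara, the retinoic acid receptor of myeloid differentiation (chromosome 11, 98937696 to 98974942), was at 2.90% ± 0.891 (SD, n = 4) in 0x and 3.49% ± 1.88 (SD, n = 6) in 10x over 9 bins. Grb2, an adaptor of growth factor receptors, was at 5.66% ± 4.27 in 0x and 2.04% ± 1.04 in 10x over 4 bins. Flt3, a receptor tyrosine kinase of progenitors, had 1 such bin, at 2.35% ± 2.00 in 0x and 3.41% ± 2.97 in 10x, and the bin of Cebpe, a transcription factor of granulocytes, was at 26.7% ± 23.9 and 18.3% ± 7.49; both hold samples that stand apart from their group. Stat5a, Il3, Bcl2a1d and Bcl2a1b had no such bin. The mean over the 9 promoters in all deposited bins was 24.9% ± 3.19 in 0x, 38.1% ± 1.52 in 2x, 39.0% ± 2.66 in 4x and 40.6% ± 1.45 in 10x (exact permutation, adjusted p = 0.0333, 0.1 and 0.0333). By limma 2 members were higher in 2x, 2 in 4x and 3 in 10x, and 4, 4 and 5 when adjusted over the list alone, where 1, Cebpe, was also lower in 10x, a list the study chose on these samples, so its direction is not independent evidence. Il3, the gene of interleukin 3 (chromosome 11, 54265085 to 54267279), was at 46.4% ± 7.16 in 0x and 73.6% ± 10.6 in 10x (adjusted p = 0.0146 from limma). Bcl2a1d, an anti-apoptotic BCL2 relative, was at 29.3% in each 0x sample and 79.3% in each 10x sample. It is nearly identical to Bcl2a1b, so reads of these paralogs may not be told apart. All 13 bins called in these promoters have at least 1 group that holds a single value. In Cebpe, an exonic bin on chromosome 14 from 54711900 to 54711999 is at 100% in every 0x sample and at 15.9% in every sample of 2x, 4x and 10x. Its bin from 54712800 to 54712899 was called higher in each comparison, at 0% in 0x and 75.5%, 85.9% and 61.8% in 2x, 4x and 10x. The bin from 54712500 to 54712599 was called higher in 2x, at 26.2% in 0x and 100% in 2x.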

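The promoters of Cdkn1b, Cdkn2a, Itga3, Pparg, Wnt5a, Wnt7a and Wnt3a had bins without repeated values, and Nos2 and Wnt1 had none. Cdkn2a, which encodes the cell cycle inhibitors p16 and p19 (chromosome 4, 89274473 to 89294619), was at 6.70% ± 4.96 (SD, n = 4) in 0x and 1.86% ± 1.08 (SD, n = 6) in 10x (exact permutation, p = 0.0238; adjusted p = 0.786 from limma). Cdkn1b, the gene of the inhibitor p27, was at 2.06% ± 3.97 in 0x and 2.75% ± 2.15 in 10x over 1 bin in which a 0x sample stands apart. Pparg, a nuclear receptor of lipid metabolism, was at 7.30% ± 3.76 and 12.0% ± 5.17. Of the ligands of the Wnt pathway, Wnt5a was at 2.85% ± 1.07 and 5.45% ± 5.91, Wnt7a at 2.40% ± 1.32 and 2.98% ± 2.43, and Wnt3a at 5.08% ± 4.06 and 5.94% ± 2.37. None of these genes passed limma over all genes or when adjusted over the list alone, and 1, Cdkn2a, had an unadjusted p under 0.05. Wnt7a in all deposited bins was at 13.2% ± 0.939 in 0x, 4.66% ± 1.06 in 2x, 4.15% ± 0.655 in 4x and 1.38% ± 0.497 in 10x (adjusted p = 9.73e-06, 4.9e-05 and 7.86e-08 from limma). Wnt3a was at 16.6% ± 2.63 in 0x and 4.02% ± 0.781, 4.19% ± 2.69 and 6.47% ± 2.64 in the treated groups (adjusted p = 2.55e-05, 0.00447 and 0.00302 from limma). Nos2, the inducible nitric oxide synthase, was at 23.4% ± 5.95 in 0x, 3.93% ± 1.24 in 2x, 2.35% ± 0.371 in 4x and 19.3% ± 8.38 in 10x. Of the list of 11 genes that also holds Tert and Terc, 4 members were lower in 2x, 5 in 4x and 3 in 10x by limma, and 5, 6 and 3 when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. Promoter bins called lower in the deposited values were found in 10, 8 and 6 of these genes in 2x, 4x and 10x, and bins called higher in 3, 2 and 2. Higher were a bin of Wnt1 (0.219% in 0x, 32.7% in 2x), one of Terc in 2x, one of Itga3 (0% in 0x, 100% in 2x and 97.1% in 10x) with another in 4x, and bins of Wnt5a (2.88% in 0x and 50% in 4x, and 1.26% in 0x and 25% in 10x). Of the 18 bins called in these promoters, 17 have at least 1 group that holds a single value. The Wnt7a bin on chromosome 6 from 91412300 to 91412399 is at 100% in every 0x sample, 25% in every sample of 2x and 4x, and 0% in every sample of 10x.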

Hypomethylation was specifically observed in genes critical for cell cycle regulation, especially in the context of cancer such as CDKN1B, CDKN2A, NOS2, ITGA3, PPARG, and 4 members of the WNT family (WNT5A, WNT7A, WNT1, and WNT3A). 

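Tert encodes the reverse transcriptase of telomerase and lies on chromosome 13 of GRCm38 from 73626911 to 73649843. Its promoter had 1 bin without repeated values, at 1.75% ± 3.49 (SD, n = 4) in 0x, 1.05% ± 2.57 (SD, n = 6) in 2x, 1.74% ± 2.60 (SD, n = 4) in 4x and 0.852% ± 1.14 (SD, n = 6) in 10x, differences within the spread of the samples. In the 4 of 6 deposited promoter bins that vary, Tert was at 17.1% ± 4.39 in 0x, 11.8% ± 2.91 in 2x, 5.55% ± 2.97 in 4x and 7.61% ± 3.27 in 10x (adjusted p = 0.142, 0.0292 and 0.0278 from limma). The bin called in each comparison lies upstream of the TSS from 73626700 to 73626799, and is at 26.8% in every 0x sample and at 0% in every treated sample. Terc, the RNA template of telomerase, lies on chromosome 3 from 96414437 to 96414833. Its 1 bin without repeated values was at 9.75% ± 14.2 (SD, n = 4) in 0x and at 2.22% ± 3.57, 1.84% ± 3.68 and 3.41% ± 3.81 in 2x, 4x and 10x (adjusted p = 1, 0.974 and 0.875 from limma). In the 7 of 11 deposited promoter bins that vary, Terc was at 41.5% ± 2.03 in 0x, 36.8% ± 0.510 in 2x, 33.9% ± 1.73 in 4x and 36.0% ± 3.96 in 10x (adjusted p = 0.0035, 0.00951 and 0.137 from limma). Where all samples of a group hold a value such as 26.8%, the number of samples that were measured is unknown, and a p from limma then rests on too little spread.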

Interestingly, the promoter region of both TERT and TERC telomerase components were hypomethylated following proliferative stress.

**Fig. 5:**
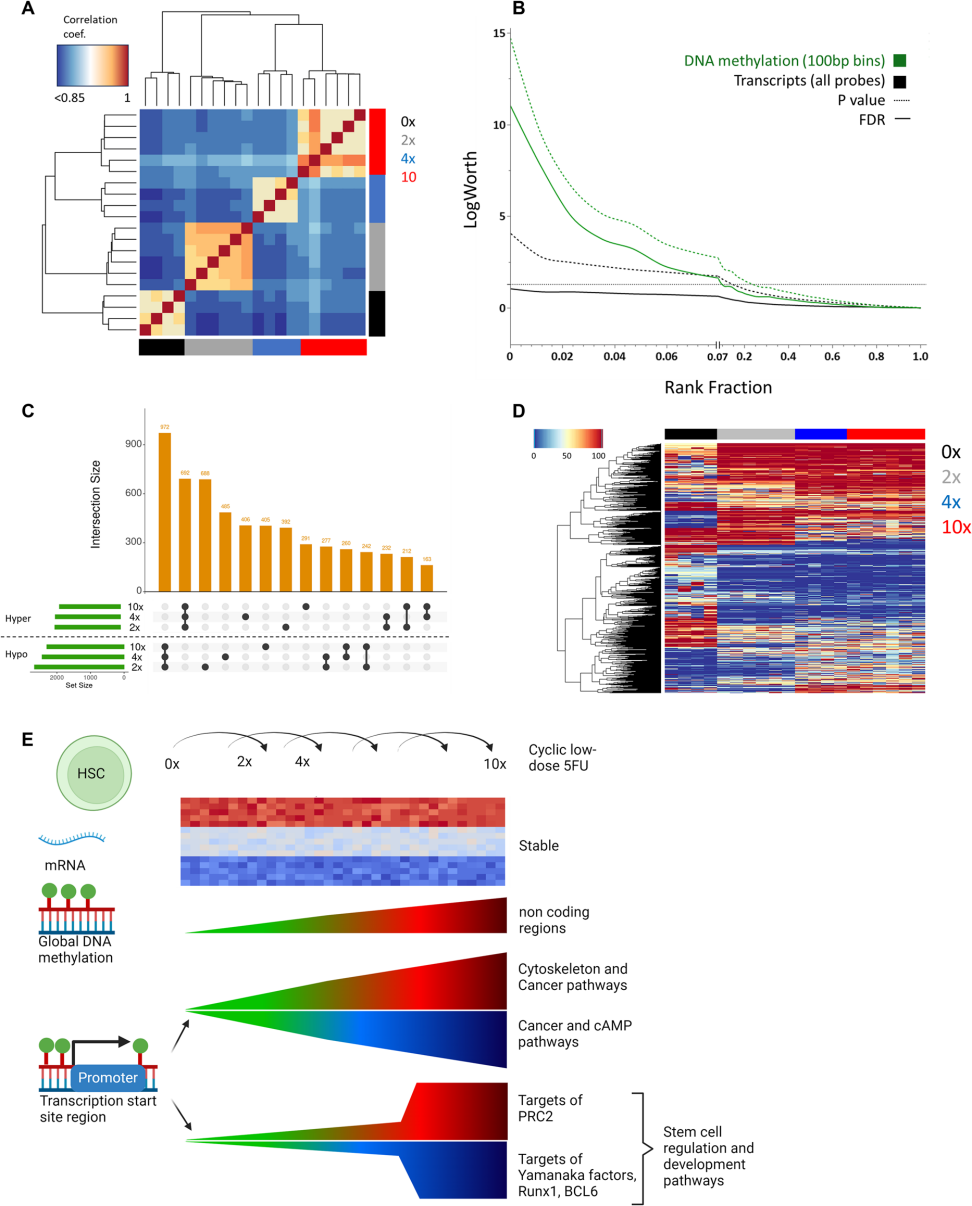
Proliferative stress is imprinted in the DNA methylome**.** HSCs sorted 1 month following end of treatment were assessed for DNA methylation by reduced representation bisulfite sequencing (RRBS). **A** Multiple correlation plot for overall DNA methylation between each sample expressed as a clustered heatmap of correlation coefficient. **B** Response screening assay to determine genes and genomic regions (100 bp wide) that change in expression or methylation levels (respectively) as a function of the number of 5FU treatment cycles. For visualization, all results were ranked by statistical significance (Rank fraction) and are presented as logworth (-log10(p) and -log10(FDR)) as a function of the rank fraction. **C** Upset plot representing the overlaps between differentially methylated regions (DMRs) in different groups. **D** Heatmap of methylation levels in DMRS that correspond to the overlaps between the comparisons of 2x, 4x, and 10 × to 0x. The color on top represents the sample group (0x = black, 2x = gray, 4x = blue, 10x = red). **E** Graphical summary of study results

While these methylation changes were associated with a general proliferative stress, they were not associated with the significantly reduced reconstitution potential that we detected after 4 cycles of forced proliferations in a transplant setting. Therefore, we looked for differentially methylated genes that were unique to the 4 × and 10 × groups compared to the baseline (0x). These 214 hypermethylated and 163 hypomethylated genes (Fig. 5C, D) were highly enriched for processes relating to stem cell differentiation and surprisingly, developmental processes (Fig. S8B). 

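In the bins without repeated values, no gene had a called promoter bin in both 4x and 10x, among the 12634 genes with such a bin. At the level of whole promoters, tested at an adjusted p under 0.05 with no minimum difference, 2 genes passed limma in 10x and none in 2x or 4x, and both differed by less than the 10 points asked of bins. Cox6b2, a subunit of cytochrome c oxidase known from testis (chromosome 7, 4751792 to 4753094), was at 0.151% ± 0.210 (SD, n = 4) in 0x and 8.22% ± 1.42 (SD, n = 6) in 10x over 1 bin (adjusted p = 0.0417 from limma). Egr4, a zinc finger transcription factor of the early growth response family (chromosome 6, 85511121 to 85513589), was at 11.5% ± 0.820 in 0x and 3.17% ± 1.5 in 10x over 6 bins (adjusted p = 0.0417 from limma). For both genes each 10x sample lay on one side of each 0x sample (exact permutation, p = 0.00476). At an unadjusted p under 0.05, 132 promoters were higher and 261 lower in 2x, 235 and 220 in 4x, and 308 and 420 in 10x. With a narrower promoter window, or the promoter of Homer, no promoter passed limma, nor without the 0x sample 14 or the 10x samples 12, 31, 32 or 33. Over the 3 comparisons, 6 passed without the 2x sample 04, 4 without the 0x sample 01, the 0x sample 13 or the 2x sample 17, and 1 without the 0x sample 02 or the 10x sample 34. Among all deposited bins, 323 genes had a promoter bin hypermethylated in both 4x and 10x and none in 2x, and 292 had a hypomethylated one, among 19225 genes. Of these, 254 and 219 had a bin in which 2x itself differed from the other treated groups.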

Notably, analysis of the regulatory elements that bind the differentially methylated regions with ChEA (Fig. S8C) shows a strong enrichment for EZH2 and SUZ12; both of which are components of the polycomb complex PRC2 [40]. 

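PRC2 deposits the repressive mark H3K27me3, and the target sets of its members were not used here. Over the promoters of 11 genes of PRC2 and its cofactors, mean methylation was 7.29% ± 1.85 (SD, n = 4) in 0x and 6.58% ± 0.525 (SD, n = 6) in 10x (exact permutation, p = 0.443). By limma no member passed over all genes, and when adjusted over the list alone 1 was higher and 1 lower in 10x. Ezh1, the paralog of Ezh2, was at 0.771% ± 0.933 in 0x and 3.37% ± 0.800 in 10x, and Aebp2, a cofactor of PRC2, at 6.69% ± 0.627 and 1.31% ± 1.83. Ezh2 itself was at 0.590% ± 0.976 in 0x and 2.79% ± 2.95 in 10x, and Suz12 at 3.74% ± 2.29 and 1.76% ± 1.42 (exact permutation, p = 0.219 and 0.114). Hox genes and developmental transcription factors are known targets of PRC2. The promoters of 32 Hox genes were at 14.1% ± 1.04 in 0x and 14.5% ± 1.89 in 10x (exact permutation, p = 0.743), and those of 140 developmental transcription factors at 7.39% ± 0.419 and 7.40% ± 0.533 (exact permutation, p = 0.976). By limma no Hox gene or developmental factor passed in 10x, over all genes or when adjusted over the list alone, with 1 and 0 Hox genes and 7 and 6 developmental factors higher and lower at an unadjusted p under 0.05. Among the genes hypermethylated in both 4x and 10x but not 2x in all deposited bins were 1 of 39 Hox genes (odds ratio 1.54) and 5 of 148 developmental factors (odds ratio 2.06, Fisher's exact test, p = 0.105, adjusted 1 over 42 tests). Among those hypomethylated were 0 of 39 Hox genes (odds ratio 0) and 3 of 148 developmental factors (odds ratio 1.35, Fisher's exact test, p = 0.494, adjusted 1). The median developmental factor has 11 promoter bins and the median gene 6, so the genes were not equally likely to hold a called bin.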

Gene promoter regions that were hypomethylated in both 4 × and 10 × groups, but not in 2x, were especially interesting as they were highly enriched for targets of 3 Yamanaka factors (*Klf4*, *Nanog*, *Oct4*) that are not normally active in HSCs. We also noted an enrichment in targets of RUNX1 and BCL6. 

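Bcor encodes a transcriptional co-repressor and lies on the minus strand of the X chromosome from 12036737 to 12160355. Over the 10 bins without repeated values within 1 kb of its TSS, mean methylation was 8.35% ± 3.23 (SD, n = 4) in 0x, 8.82% ± 3.14 (SD, n = 6) in 2x, 13.5% ± 3.68 (SD, n = 4) in 4x and 19.3% ± 6.35 (SD, n = 6) in 10x. The 10x mean exceeded that of 0x by 11.0 points, with a positive difference in all 10 bins and in 5 of 6 samples a value above each 0x sample (exact permutation, p = 0.019, adjusted 0.0571 over the 3 comparisons). The difference in 4x was 5.11 points (exact permutation, p = 0.0857). Bcl6, its partner, was at 1.48% ± 0.380 in 0x and 1.61% ± 1.33 in 10x over 3 bins. Other promoters on the X chromosome, of 417 genes, differed by 0.636 points between 10x and 0x. Within 20 kb of the TSS the difference at Bcor was 5.50 points over 59 bins (exact permutation, p = 0.0238, adjusted 0.0714). In all 30 deposited promoter bins, the level was 8.89% ± 1.64 in 0x and 19.9% ± 3.88 in 10x (exact permutation, p = 0.00476, adjusted 0.0143). The bin in the first intron from 12160100 to 12160199, which is without repeated values, was at 6.96% ± 4.80 in 0x and 34.6% ± 13.7 in 10x (adjusted p = 0.0305 from limma over all deposited bins). Over all genes, the promoter had an adjusted p of 0.654 from limma in the bins without repeated values and 0.00612 in the 27 deposited promoter bins that vary. Without the 10x sample 12 the difference was 12.9 points (exact permutation, adjusted p = 0.0476). With each other 0x or 10x sample left out the adjusted p was 0.0714 to 0.143 by exact permutation, and with the label series as a block it was 0.1. The 4x sample 05, at 8.00%, is low at many CpG-dense promoters of the X chromosome.

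**Figure D3:**
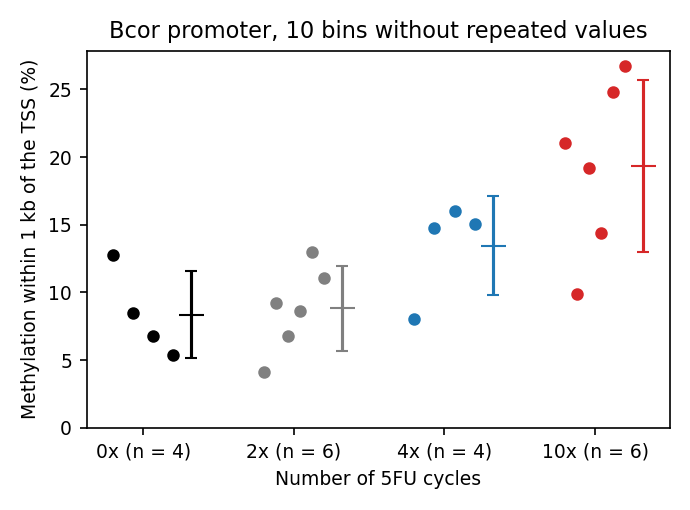
Mean methylation of the Bcor promoter in percent (y axis) over 10 bins without repeated values, by number of 5FU cycles (x axis). Points are samples, and the horizontal lines with bars are the group mean and SD; the 10x samples run from 9.89 to 26.7 and the 0x samples from 5.36 to 12.8.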

Interestingly, the latter coincides with an exceptionally strong hypermethylation around the promoter region of *Bcor*, a co-repressor that is highly specific in binding to BCL6 [41] (Fig. S8D).

Overall, we find that DNA methylation was highly responsive to forced replications in HSCs, both in general terms and in a manner that correlates to observed functional changes, suggesting that epigenetic regulation is the long-term mediator of the proliferative stress memory in blood stem cells (Fig. 5E).

## Discussion

Our first goal in this study was to examine whether aging of HSCs is, or can be, driven by proliferative stress. We found that forcing HSCs to proliferate in vivo mimics some, but not all, aging phenotypes, in a cycle-dependent manner. For example, while it seems forced proliferations resulted in reduced ability of HSCs to differentiate into the lymphoid lineage (as evident in the frequencies of Flk2 + MPPs, CLPs, and peripheral blood lymphocytes), we did not observe a marked increase of myeloid cell composition in the blood. A possible explanation for this is that some aging phenotypes occur relatively early in a manner that superseded the effects of proliferative stress, and since the duration of these experiments caused these animals to be near middle age at time of analysis, aging may be the dominant feature. Alternatively, it is likely that proliferation of HSCs accounts for a portion, but not the whole of aging phenotypes. It is also important to note that we observed aging phenotypes that appeared relatively early in our mice (early middle age) and were further exacerbated by forced HSC proliferation. Most notable of these was the accumulation of CD150^high^ HSCs, a phenotype that appears to be intrinsic to the stem cells as it was retained in a transplant setting. Accordingly, we find the proliferatively stressed HSCs are potent in their ability to self-renew (as evident by a high HSC chimerism in a transplant) but suffer from a deficit in their ability to differentiate and reconstitute the rest of the blood system—both features of physiologically aged HSCs.

Our second goal was to better understand the dynamics of genomic integrity following proliferation in aging HSCs, especially due to the previous inconsistencies in observations between different groups. By creating a differential proliferative load using cyclic low dose-5FU treatments, we affirm that DNA damage (as detected by comet assay) is accrued in aging HSCs; that damage is mostly repaired upon initial proliferation but begins to accumulate with severe proliferative stress. Our results also indicate that DNA damage, as measured by strand breaks, is not the main driver of the reduced functional potential of exhausted HSCs. This was evident in the fact the HSCs from the 4 × group had comparable damage to controls but a markedly reduced potential in a transplant. It is important to note however that repair of the age-accrued damage during DNA replication can result in a variety of DNA mutations, which could explain a reduced potential in the 4x, independent of the damage assayed for in the comet assay. However, such mutations could also result in a selective advantage, as observed in clonal hematopoiesis of indeterminate potential (ChIP) [42], and therefore mutation accumulation is likely not a major driver of the observed loss of potential.

While we did not measure multiple epigenetic regulators, we find multiple lines of evidence that DNA methylation is a candidate to mediate the proliferative “memory” of HSCs: (i) DNA methylation was highly dependent on the number of cycles of forced proliferation. (ii) DNA methylation was strongly correlated with the functional transplant assay. (iii) DNA methylation as a function of proliferative stress was highly focused around promoter regions in a manner that suggests a coordinated response rather than stochastic changes. We find it particularly interesting that HSCs in homeostasis all presented with a similar mRNA expression profile, regardless of proliferative history. This result indicates that, as previously proposed [3], the DNA methylation changes in HSCs are impacting their potential rather than directly influencing their operational mechanisms. An important note to our observations on RNA transcripts is that we did observe changes in non-coding and poorly annotated transcripts. As there is little available information regarding their function, it would be interesting to investigate more closely what these transcripts contribute to, as they could serve as potential regulators of stem cell function. The exceptionally high proportion of differentially methylated promoters in genes that are targets of the polycomb repressive complex 2 (PRC2) is especially interesting as PRC2 has been implicated in aging in general [43], stem cell aging [44], and in regulating HSC self-renewal and differentiation [45–47]. It was beyond the scope of this study to investigate the H3K27 trimethylation profile in HSCs, but given the implication of PRC2, it would be interesting to see how the histone modifications change in response to proliferative stress in the long-term.

The quantification of cell populations at homeostasis, during aging, and following HSC transplants, indicates that proliferative stress in HSCs could have negative ramifications on the immune system. This was evident in the accumulation of CD150^high^ HSCs, a reduced fraction of MPP Flk2^+^, CLPs, and circulating lymphocytes. However, we did not perform immune challenge assays and can therefore not absolutely define that impact. Regardless, this is especially important in the context of clinical stem cell transplants, where a history of massive HSC proliferation (to reconstitute the host hematopoietic system) could result in reduced immune potential. Indeed, it would be interesting to investigate whether increased cycling of human progenitor cells have similar negative consequences as this could have clinical consequences for transplantation: fewer donor HSCs would require higher proliferative stress to effectively reconstitute the hematopoietic system. If so, we would suggest that a paradigm of transplant using higher HSC number could result in a lower proliferative load and improved outcomes.

Overall, we find that HSC proliferation is initially associated with repairing age-accrued DNA damage without a decisive impact on their functional potential. However, we also find that persistent proliferative stress eventually promotes DNA damage accumulation and a reduced functional potential carried by intrinsic changes including an accumulation of CD150^high^ HSCs. This intrinsic proliferative stress “memory” is likely mediated by DNA methylation changes that involve the PRC2 complex and developmental programs.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

All data in this study is available as supplementary data or in the indicated repositories.

# Supplementary material for: DNA methylation drives hematopoietic stem cell aging phenotypes after proliferative stress
**Source:** GeroScience. 2024 Oct 11;47(2):1873–86. doi: 10.1007/s11357-024-01360-4

Supplementary Fig. 1

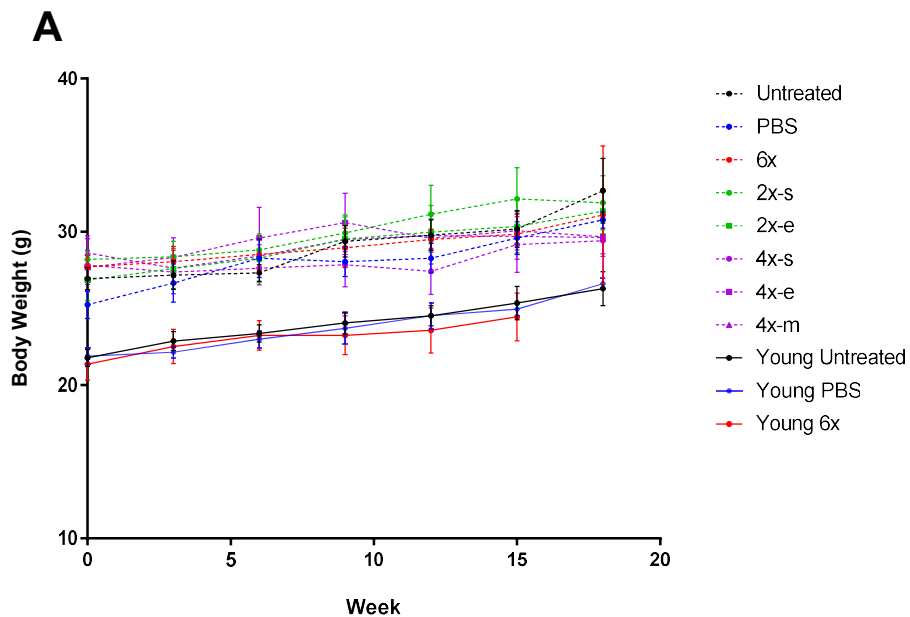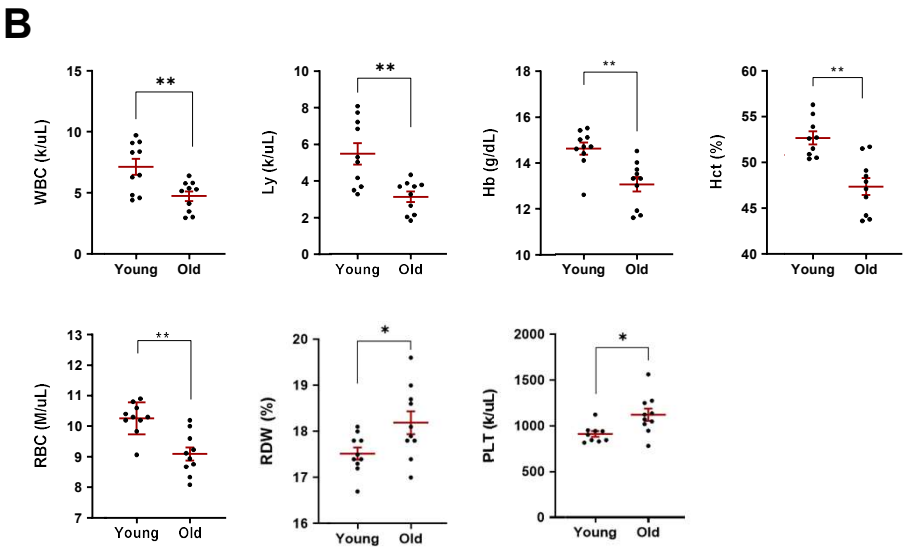

Supplementary Fig. 2

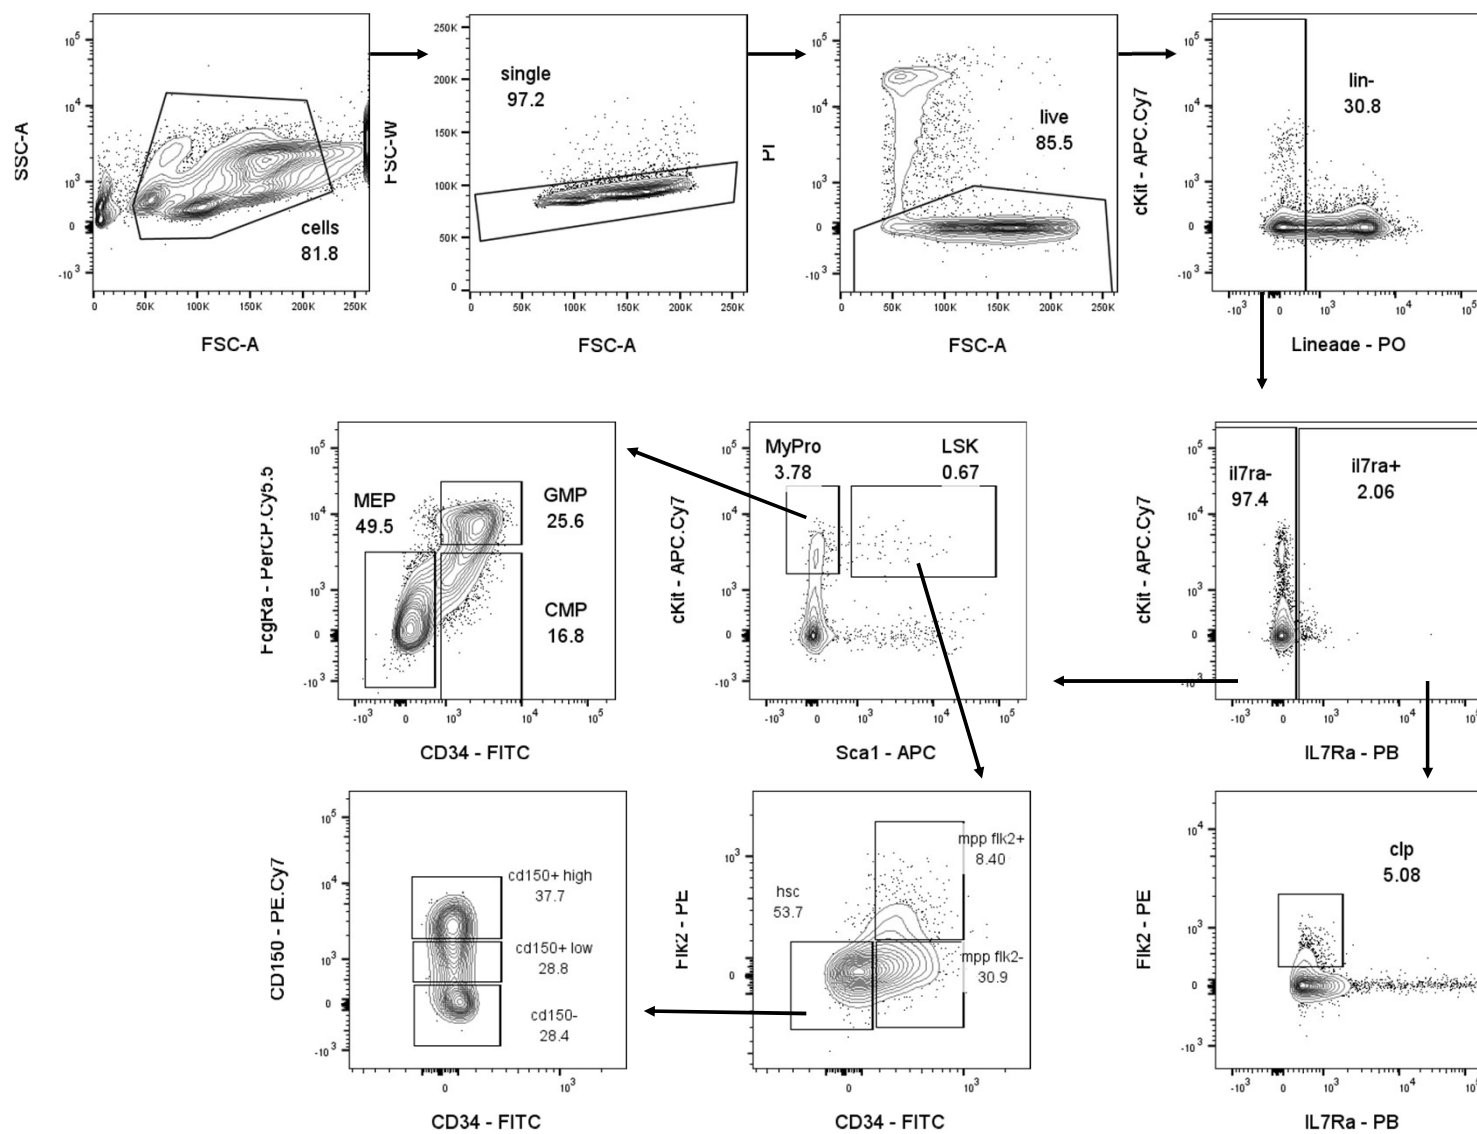

Supplementary Fig. 3

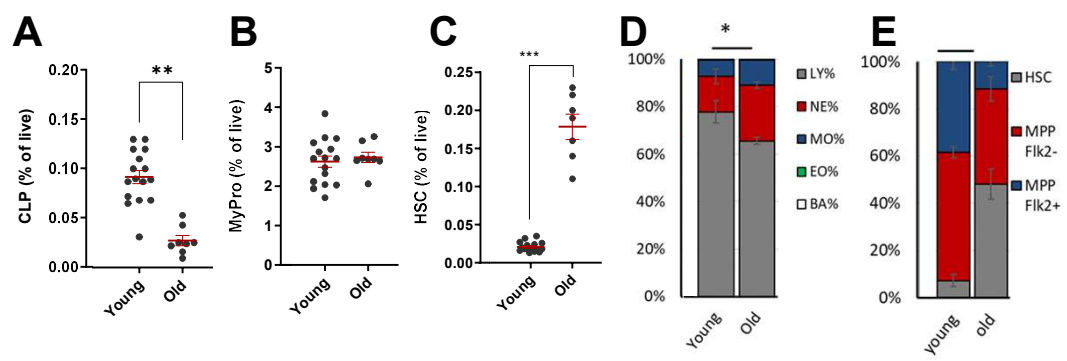

## Supplementary Fig. 4

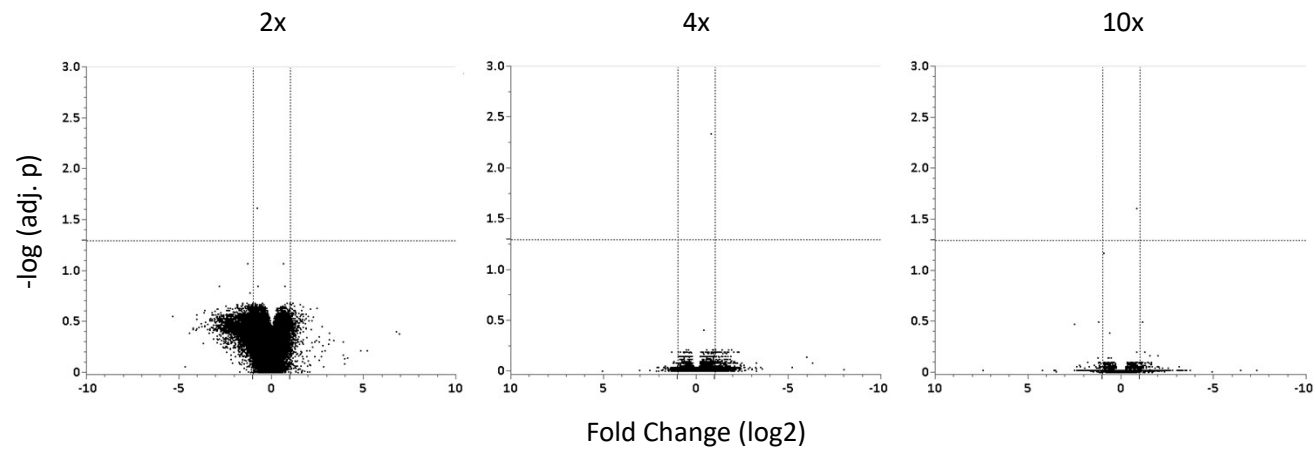

Supplementary Fig. 5

A

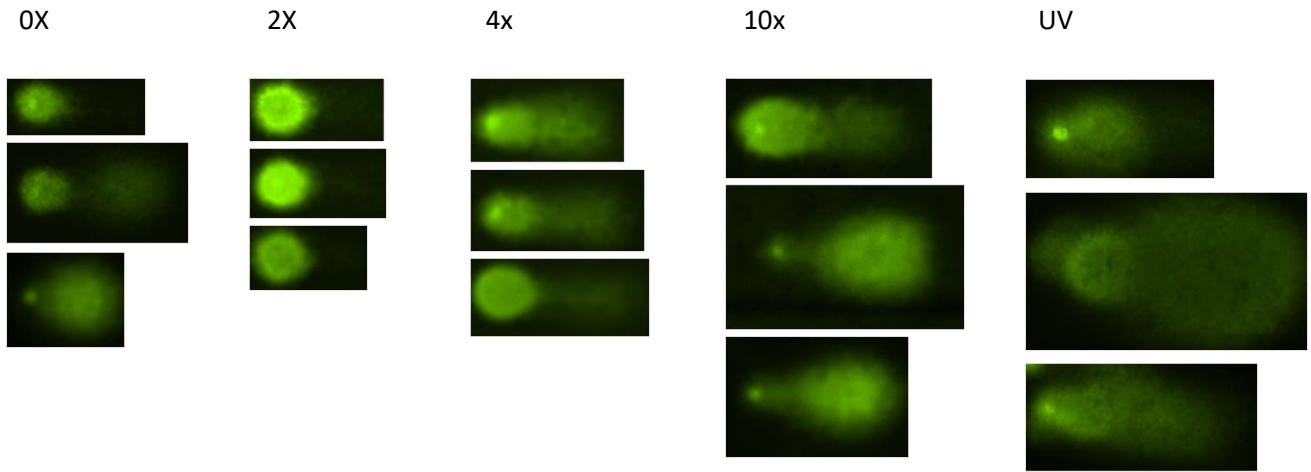

B

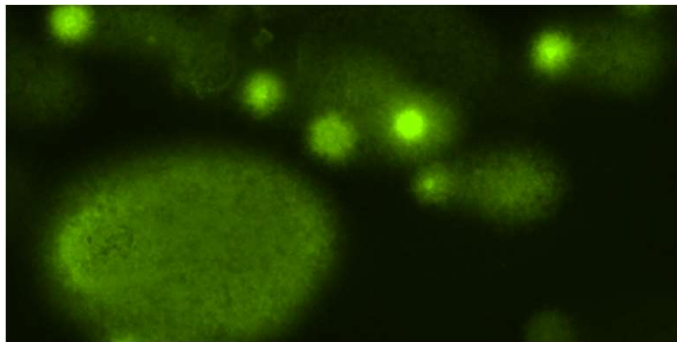

B

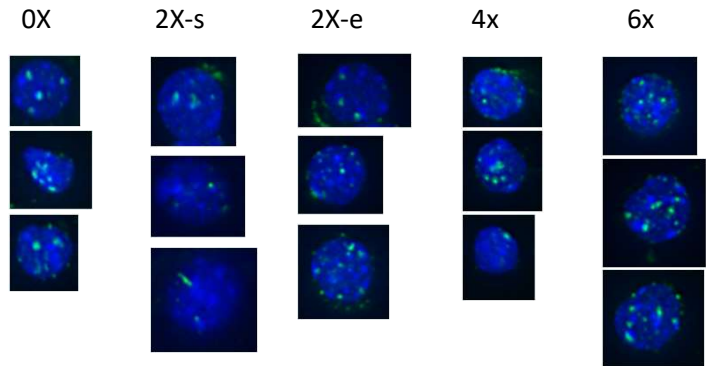

**Supplementary Fig. 6**

**A**

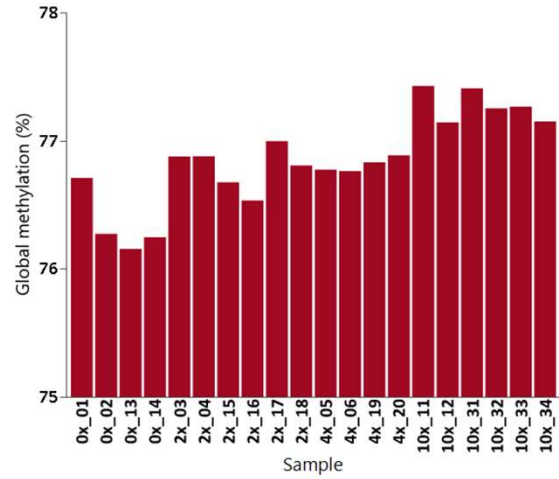

**B**

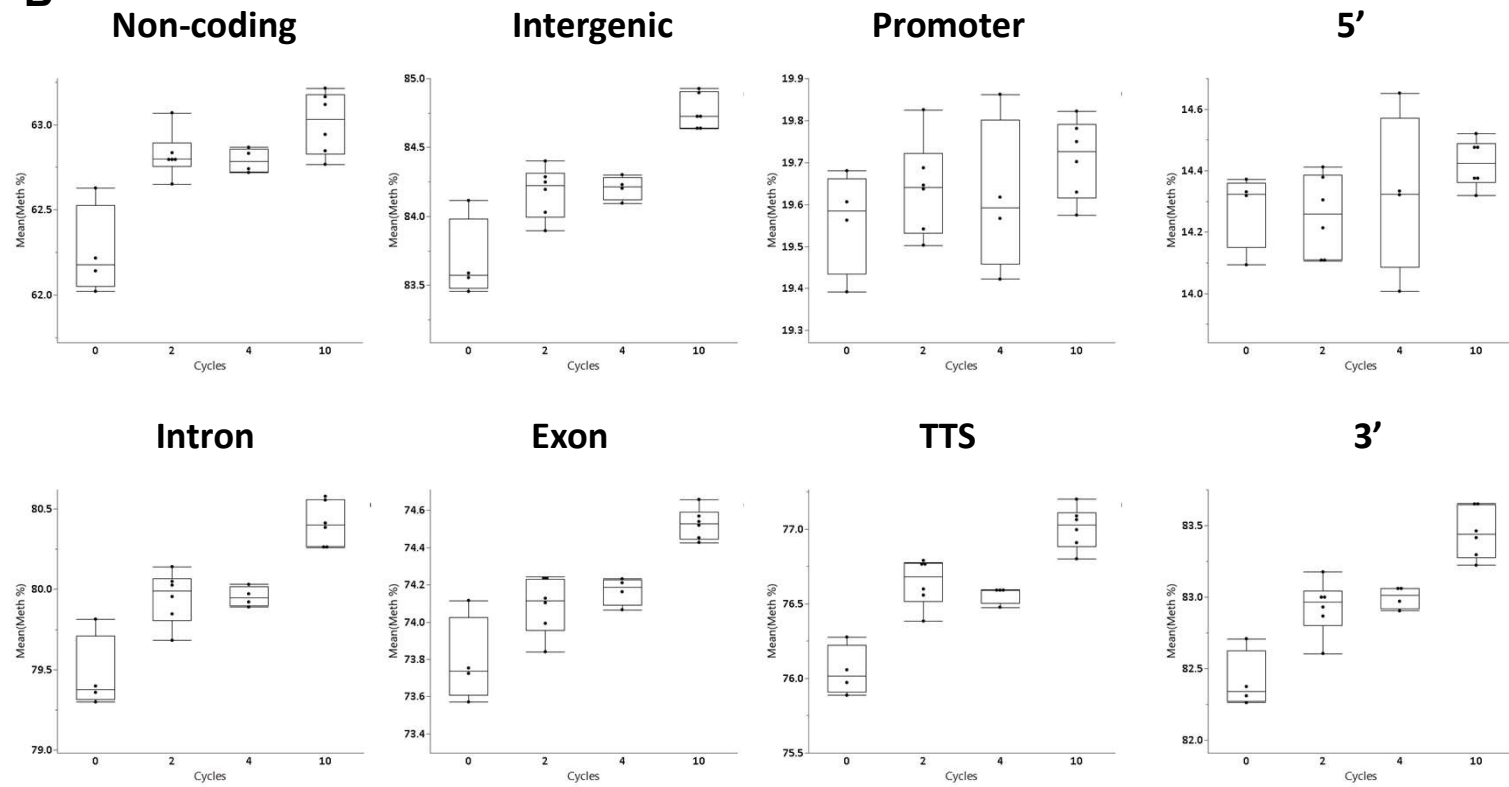

**Supplementary Fig. 7**

**A**

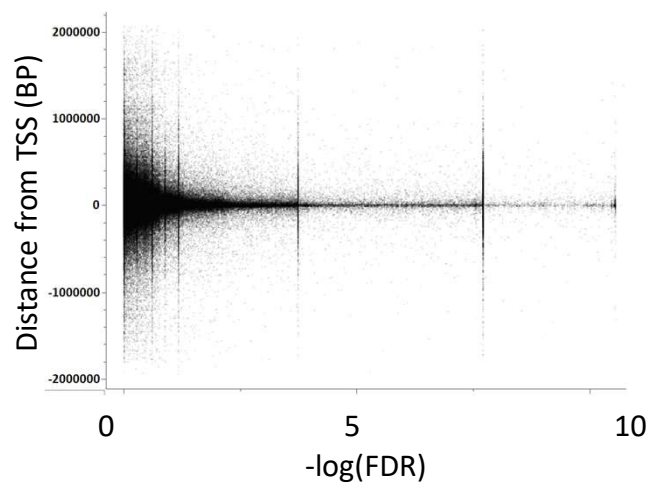

**B**

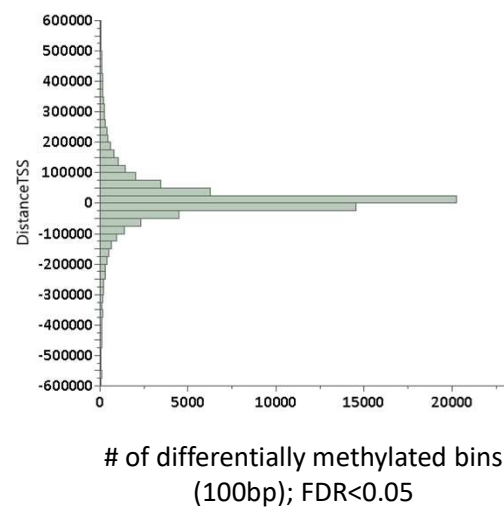

**C**

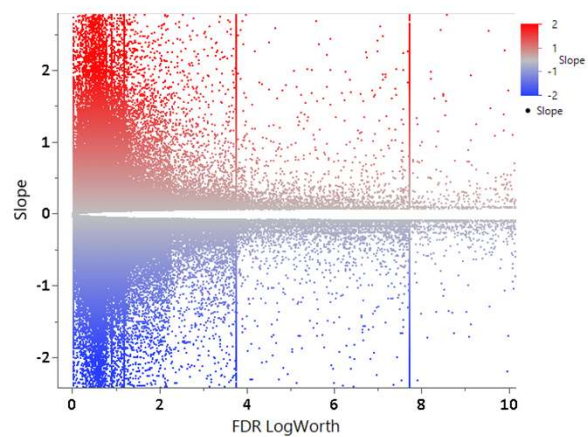

**D**

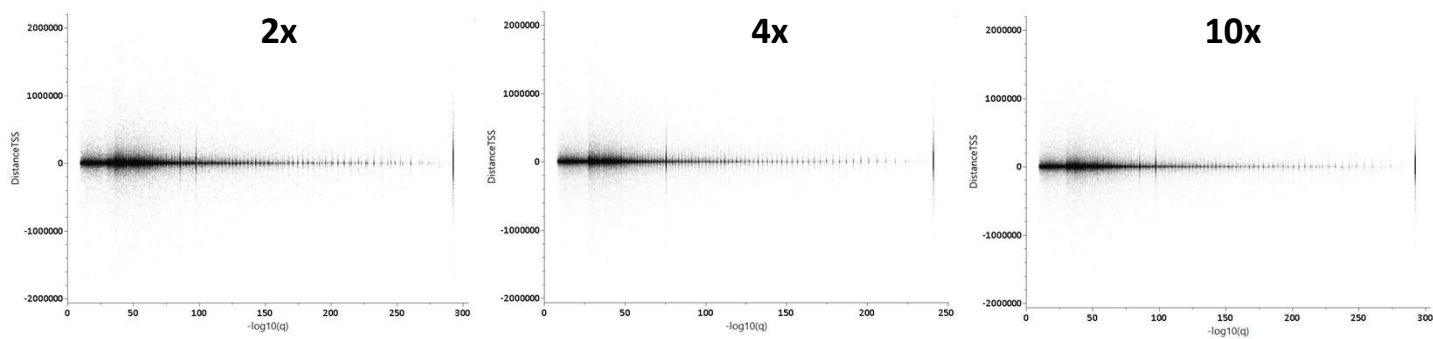

Supplementary Fig. 8

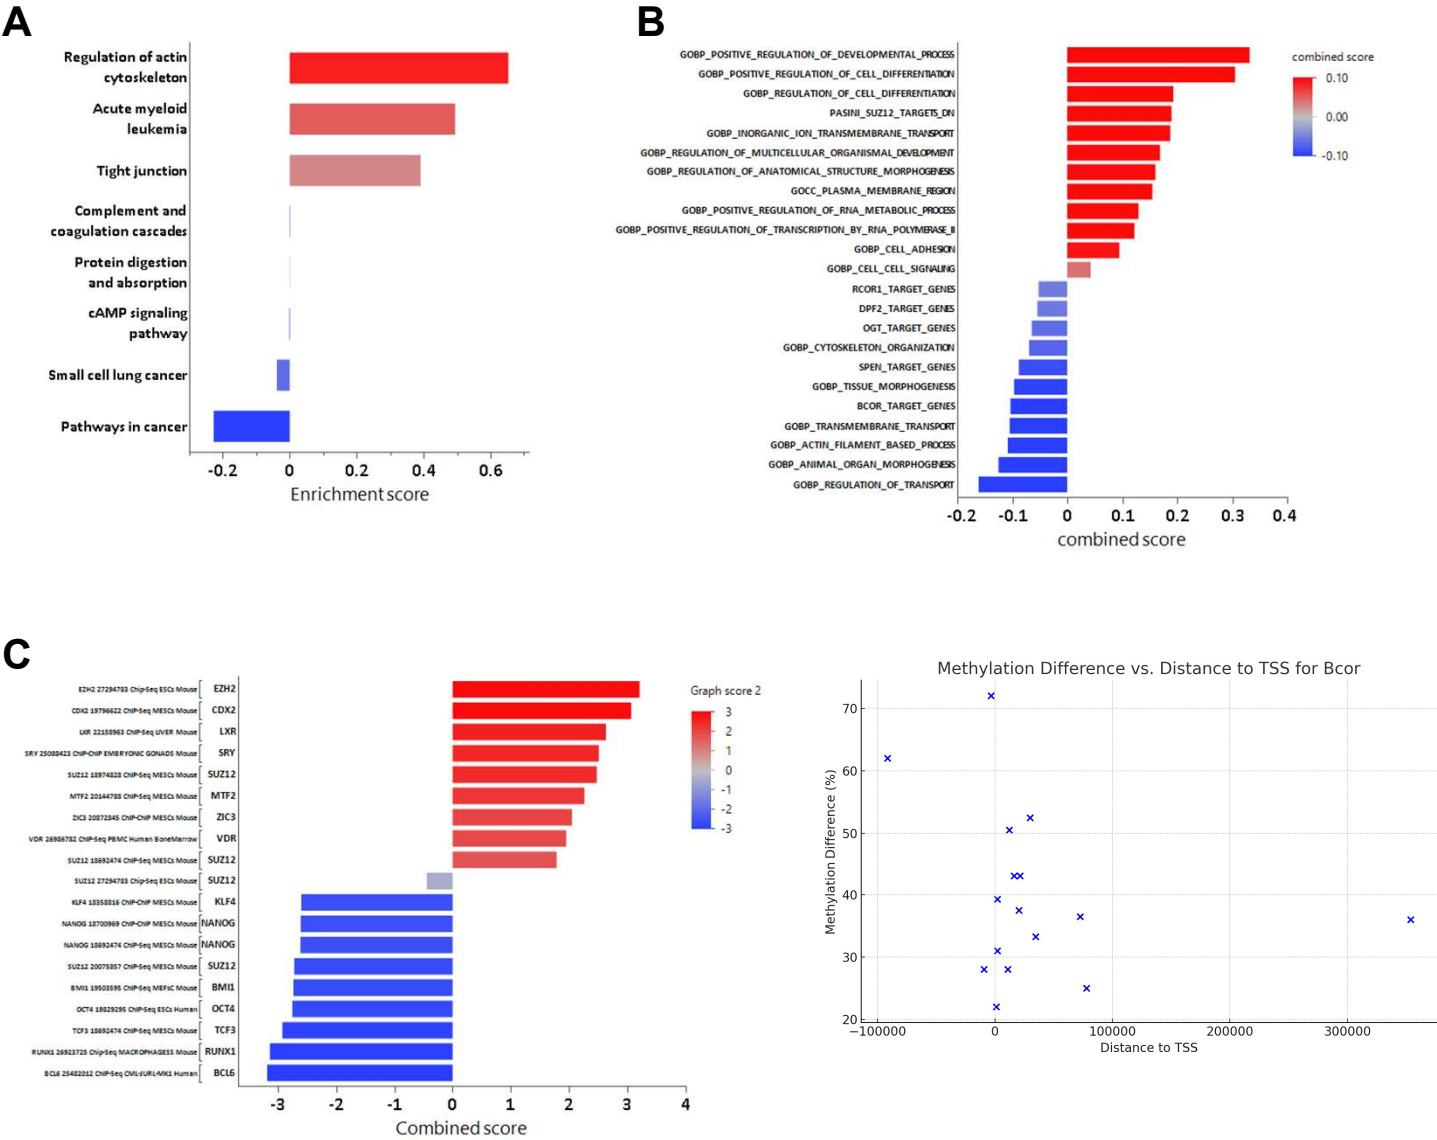

**Supplement:** Supplementary file 1 — Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

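DNA methylation was measured by RRBS in 20 samples of HSCs from mice given 0, 2, 4 or 10 cycles of 5FU (4 samples in 0x, 6 in 2x, 4 in 4x and 6 in 10x). The authors trimmed reads with Trim Galore 0.4.3 at a base quality above 25, aligned them to mm10 with Bismark 0.23.1, required 10 reads in methylKit 1.22.0, averaged in bins of 100 bp and filled missing bins with the mean of the group. The deposited values are percent methylation, 1 value per bin and sample, without reads or coverage. No depth, counting interval or lower limit of detection can therefore be given, and the tests on read numbers that had been planned could not be run. limma on the percent, planned as an alternative, was used in their place for the comparison of groups.

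Which values were measured and which were filled is not marked in the deposited table. A value other than 0 or 100 that recurs exactly within a group was taken as repeated. A value filled in a single sample of a group does not recur and is not recognised. Where a group is at 0 or 100 throughout, the number of samples measured is unknown. The bins in which every group varies and no value is repeated (84131 of 1201951) come closest to the plan, which was to use bins measured in every sample without imputation, and they were taken as the main set. This was settled after the separation, the mean methylation and the number of calls had been seen for 4 sets of bins; a wider set, of bins in which at least 3 groups vary, had been considered first, and the set chosen gives the smallest separation of the groups. It drops regions at 0% or 100% throughout a group and favours groups with more complete data. The Bcor promoter was first tested without adjustment, and the adjustment over 3 comparisons was added after its p had been seen.

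Bins were annotated with the RefSeq genes of GRCm38.p6, the assembly of mm10. A bin within 1 kb of a TSS was counted as promoter for genes and as near a TSS for regions, with 20 kb as the wider window. The 8 genomic classes follow the order of Homer (promoter, TTS, exon, UTRs, intron, non-coding and intergenic), rebuilt from the annotation. Promoter methylation per gene is the mean over its promoter bins in the set used, and over those that vary between samples in the deposited values. Dependence on the number of cycles was fitted with limma 3.58.1 in R 4.3.3, as a slope over the 4 groups, and each treated group was compared with 0x in a fit of both groups, at an adjusted p (Benjamini-Hochberg) under 0.05 and, for bins, at least 10 percentage points; promoters of genes had no minimum difference. Means over all bins, classes, gene lists and Bcor were compared by two-sided exact permutation of the samples, slopes with 100000 permutations, and the separation of the groups with 100000 permutations of the labels (10000 in the alternatives and in all deposited bins). Enrichment of called genes used Fisher's exact test. Other steps used data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

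The genes named are those the paper names, the promoters past the threshold with the 10 largest increases and decreases in each comparison and no overlap of the samples, and up to 4 such members of each of the 21 gene lists. This rule, the lists, the tests and 24 alternatives were fixed before the data were examined; single bins and genes named outside the rule are said to be so. The scripts were tested on simulated data: 200 of the 84131 bins were given known differences. limma recovered 0% of differences of 20 points in each comparison, 4%, 0% and 2% of differences of 40 points in 2x, 4x and 10x, and 8.5%, 3.5% and 14% of differences of 60 points, with no wrong sign. At an unadjusted p under 0.05 in 2x, 4x and 10x, 29%, 29.5% and 37.5% of the differences of 20 points were found, 71.5%, 65% and 70% of those of 40 points, and 93%, 90.5% and 94% of those of 60 points. The target sets of transcription factors and the gene ontology terms of the paper were not used here.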

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

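Of the tests reported here, those of group differences without filling, of the 10x rise against filling, of repeated values in the same bins, of the 4x sample 05 for low methylation throughout and for male cells, and the alternatives of bins of 20 to 80%, of other sets of bins, of a variance trend and of the log2 ratio, were chosen after the result was seen; the others were planned.

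In the Cebpe promoter the 2x sample 16 was at 94.1% (next 30.4%) and the 4x sample 19 at 54.3% (next 30.8%). In Flt3 the 2x sample 15 was at 14.4% (next 3.33%) and the 10x sample 31 at 9.01% (next 3.45%). In Cdkn1b the 0x sample 02 was at 8.01% (next 0.211%), and in Itga3 the same sample was at 2.23% (next 0%) and the 2x sample 18 at 25% (next 8.75%). In Pparg the 10x sample 34 was at 22.2% (next 12.4%). In Tert the 0x sample 13 was at 6.99% and the 2x sample 04 at 6.30%, with the next sample of each group at 0%, and in Terc the 4x sample 19 was at 7.35% (next 0%). In Klf4 the 2x sample 17 was at 17.2% (next 6.27%), and in Pou5f1 the 2x sample 04 was at 39.7% (next 51.5%). In Ezh2 the 0x sample 01 was at 2.04% (next 0.323%), the 2x sample 18 at 12.8% (next 0.779%) and the 4x sample 20 at 9.61% (next 1.46%). Over TTS the 0x sample 01 was at 52.3% (next 51.2%), and at the Bcor promoter the 4x sample 05 was at 8.00% (next 14.8%). Each of these samples lies far from the others of its group. In all, 18 of 124 groups tested held such a sample, where chance gives about 6.2; most of these promoters have few bins without repeated values.

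In the bins without repeated values, mean methylation in 10x differed from that in 2x as well as from 0x. The difference over all bins was 0.806 points (exact permutation, adjusted p = 0.0195), in intergenic bins 1.5, in introns 0.932 and in exons 0.706 (exact permutation, adjusted p = 0.0130 for each). Promoters and 5′ UTRs went the other way, by -0.314 and -0.334 points (exact permutation, adjusted p = 0.0260 and 0.0234), a direction that turned in 3 other sets of bins, in none of which it was tested. Promoters were at 19.9% in 2x and 20.0% in 10x and 5′ UTRs at 14.4% and 14.5% in the deposited values, at 10.3% and 10.9% and at 7.63% and 8.06% where at least 1 group varies, and at 13.4% and 14.0% and at 9.23% and 9.58% with repeated values left out. The rise over 2x also turned where at least 1 group varies, with 10x at 66.3% and 2x at 66.8% over all bins. There intergenic bins were at 83.9% in 10x and 84.7% in 2x, introns at 72.2% and 72.9%, and exons at 64.9% and 65.3%. In the deposited values and with repeated values left out, 10x lay above 2x in each of these. None of these other sets was tested for 10x against 2x. In the bins without repeated values, the change from 0x to 10x was greater in intergenic bins than in promoters by 2.09 points. Outside the genes the paper discusses, the promoters of Cox6b2 and Egr4 differed from 0x in 10x by 8.07 and -8.33 points.

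The deposited values group the samples by number of cycles more strongly, and hold more called bins, than the bins without repeated values taken together. One explanation is the filling of missing bins with the mean of the group. Random groups were drawn from the bins without repeated values and filled with the mean of the drawn group. They gave a median of 2.19% cycle-dependent bins (1.60 to 3.00%), against 9.23% in the deposited table and 0 for the same groups as measured. Filling alone may therefore give calls. Whether it could reach the deposited share cannot be told from these draws. The number of filled values is unknown where a group holds a single value throughout. Bins with a single value within every group hold 45.3% of the deposited cycle-dependent calls. In the same 147134 bins, 43 were cycle-dependent with the repeated values kept and 0 with them left out. Differences between groups without filling were not detected as separation over all bins without repeated values (permutation p = 0.563), but they were in the 10000 of these of the largest variance (0.0249, permutation p = 0.0376) and in those of 20 to 80% (0.0277, permutation p = 0.0079), and how far filling and such differences share the deposited calls cannot be told apart.

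The rise of mean methylation after 10 cycles is not confined to bins with repeated values. It was 1.22 points in the bins without them and 0.929 in all deposited bins. This does not exclude a part of filling, because a value filled in a single sample of a group does not recur and stays in the first set. The rise is not accounted for by how completely the samples were covered, as far as the share of values at 0 or 100 shows it. With that share as a covariate the difference was 1.16 points (permutation p = 0.00276). A difference in cell composition after 10 cycles and a change in the HSCs themselves could each still give it and were not tested.

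The 4x sample 05 was at 20.6% over the CpG-dense promoters of the X chromosome, where the other 19 samples ranged from 32.6 to 38.0%. Low methylation throughout the sample is argued against by its CpG-dense promoters on other chromosomes, at 4.19% within the 4.07 to 4.72% of the others. Male cells alone are argued against by the 16.4 points by which its X promoters exceeded those. A share of cells without an inactive X, by mixture with male cells or loss of the chromosome, may remain, and cannot be told apart because 0 bins of the Xist promoter have a value. No condition of the design was tested for it.

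Chance groupings of the samples were counted for each model fitted across bins or promoters. For called bins in 10x, 1 of 100 splits, the real one, gave as many as 11 (highest other 6), and in 4x 1 of 35 gave as many as 6 (highest other 4), so chance can be excluded for these counts as far as these splits go. The splits did not keep the label series, with which as a block the counts were 1 in 10x and 3 in 4x, with a spread shared by all 4 groups 1 and 0, and with a variance trend in limma or the log2 ratio of the percents both were 0. In 2x, 12 of 100 gave at least 3 (highest other 16), so chance cannot be excluded there. For promoters, 3 of 100 splits gave at least the 2 called in 10x (highest other 2), the real one and 2 others. No promoter passed with either other promoter window, or without the 0x sample 14 or the 10x samples 12, 31, 32 or 33. Chance therefore cannot be excluded for the promoters in 10x. In 2x 100 of 100 splits (real 0, highest other 3) and in 4x 35 of 35 (real 0, highest other 1) gave at least as many. For cycle-dependent bins, 11 of 100 orders of the cycle numbers gave at least 1 (highest other 3), so chance cannot be excluded.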

How the results depend on the processing

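Alternatives on the set of bins, the 20 to 80% range, the variance trend and the log2 ratio of the percents were added after seeing the data; the others were planned. Of the alternatives planned, 32 settings with each sample left out in turn among them gave 351 comparisons, of which 259 kept their direction and side of the threshold, 76 moved a count or value, 5 became stronger, 0 weaker and 11 reversed, all of them the separation (as deposited, in the most variable bins, and without each 2x sample, the 0x samples 01 or 13 or the 4x sample 06); of the 83 comparisons of 6 added alternatives, 37 kept them and 5 reversed. In these counts the slope was judged by its unadjusted permutation p. Without the 10x group it therefore counts as kept (permutation p = 0.0462), although its adjusted permutation p was 0.0744. The 10x difference in mean methylation kept its sign in all of the alternatives. Not run, for lack of reads: minimum coverage of 5 or 20, a logistic model with overdispersion, the chi-square test of methylKit, single CpG sites, the limit on high coverage, the log2 ratio and pooling of reads, and each sample over its own sites. No paired analysis was possible because the groups share no replicate numbers. The cause of these changes was not tested unless named; depth is unknown, so nothing is said of what it limits.

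With missing bins filled, as deposited, the separation was 0.0730, the 2x and 4x differences in mean methylation 0.449 and 0.467, and 16 class comparisons passed; there were 64778 cycle-dependent bins (5466 near a TSS), 98470, 69876 and 75831 called bins in 2x, 4x and 10x, 22091 shared by all 3 and 18467 near a TSS, 615 genes in 4x and 10x but not 2x, 8144 promoter calls and 9 gene list calls, and Bcor differed by 12.2 points over the 27 of its 30 promoter bins that vary.

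With the label series as a block, the called bins in 2x, 4x and 10x were 0, 3 and 1; with a minimum of 25 points 7 in 10x; with a spread shared by all 4 groups 27, 0 and 1 (5 near a TSS). Plain regression, or no 10x group, gave 0 cycle-dependent bins. In the 10000 bins of the largest variance the separation was 0.0249. With a narrower window on both sides of the TSS, or the promoter of Homer, 0 promoters passed limma.

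Where at least 3 groups vary, the separation was 0.00827, the 2x difference 1.29, 8 class comparisons passed, 2 bins were cycle-dependent, 535, 14 and 39 bins were called in 2x, 4x and 10x, 3 were shared, 80 lay near a TSS and 34 promoters passed. Where at least 1 group varies, these were 0.0183, 1.81, 14, 214 (32 near a TSS), 1574, 306 and 540, 135, 221 and 198, the slope was 0.0548 and no longer passed the test, and Bcor differed by 13.1. With repeated values left out, the separation was 0.00460 (permutation p = 0.0964), the 2x difference -0.383 (exact permutation, adjusted p = 0.533), and 3 class comparisons, 0 cycle-dependent bins, 1 and 33 called bins in 2x and 10x, 2 near a TSS and 1 promoter passed, and Bcor differed by 10.2 (exact permutation, adjusted p = 0.0429). In bins of 20 to 80% the separation was 0.0277, the 10x difference 2.43 (exact permutation, adjusted p = 0.0571), and 0 cycle-dependent bins, 0 and 1 called bins in 2x and 4x and 0 promoters passed. A variance trend in limma gave 0 cycle-dependent bins and 0, 0 and 0 called bins, and so did the log2 ratio of the percents.

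Leaving out each sample in turn gave a separation of -0.00610 to 0.00543, a 10x difference of 1.05 to 1.52, a 2x difference of 0.245 to 0.717, a 4x difference of 0.653 to 1.12 (exact permutation, adjusted p = 0.0429 without the 0x sample 01), a slope of 0.101 to 0.124, 0 to 6 class comparisons, 0 to 5 cycle-dependent bins (5 without the 0x sample 01, 2 without the 0x sample 13 or the 10x sample 12), of which 0 to 1 near a TSS, 0 to 24 called bins in 2x (24 without the 0x sample 01, 17 without the 2x sample 17, 10 without the 0x sample 14, 8 without the 2x sample 04, 0 without the 0x sample 13 or the 2x samples 03, 15 or 16), 3 to 5 in 4x, 1 to 98 in 10x (98, 37, 52 and 27 without the 0x samples 01, 02, 13 and 14, 5, 1 and 3 without the 10x samples 31, 32 and 34), 0 to 0 shared, 0 to 11 near a TSS, 0 to 0 genes in 4x and 10x but not 2x, 0 to 6 promoters, 0 to 0 gene lists and a Bcor difference of 9.50 to 12.9.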

Differences from the paper's values

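The set of bins without repeated values was chosen after seeing the data; the alternatives named here, among them the values as deposited, were set before the data were examined, except those said to be chosen after seeing the data.

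The paper reports 214 hypermethylated and 163 hypomethylated genes in 4x and 10x but not in 2x, at a difference above 10% and an FDR under 0.05. At these thresholds, with limma in place of methylKit, both counts were 0 in the bins without repeated values, and 323 and 292 in the values as deposited. Neither setting, nor any of the other alternatives, which each gave 0, falls within 1.5 times of the paper's counts.

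The paper shows about 690 hypermethylated and about 970 hypomethylated genes shared by 2x, 4x and 10x in Fig. 5C, read by eye. Both counts were 0 in the bins without repeated values and under each of the other alternatives set before the data were examined except the values as deposited, where they were 834 and 1023 and come within 1.5 times of the paper's. In bins in which at least 1 group varies, chosen after seeing the data, they were 3 and 5.

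The paper shows a mean methylation of about 76% in 0x and about 77% in 10x in Fig. S6A, read by eye, and of about 20% in promoters in 0x in Fig. S6B, read by eye. The bins without repeated values gave 49.4%, 50.6% and 10.4%, and the values as deposited gave 76.3%, 77.3% and 19.8%, which come within 1.5 times of the paper's.

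The paper states that profiles depended on the group and were alike within it. Here the separation was -0.000649 in the bins without repeated values, and 0.0249 in the 10000 most variable of these, which goes with the paper. As deposited it was 0.0730, in the paper's direction, but filling with the group mean makes samples of a group alike by construction. Of the sets chosen after seeing the data, 3 also gave a positive separation that passed the test. These were bins in which at least 3 groups or 1 group vary and bins of 20 to 80% (0.00827, 0.0183 and 0.0277). All of these sets but the deposited one were selected by whether the real groups vary, so permuting the labels is not a full test there. The paper states that many regions depended on the number of cycles; here 1 bin did, and 64778 as deposited; with bins in which at least 1 group varies, a set chosen after seeing the data, 214 did. The paper states that cycle-dependent and group differences concentrate around TSS; its text does not name the background for this, so a ratio to the bins tested need not measure the same. Here the called bins of the deposited values were less frequent there than tested bins (odds ratio 0.431 for cycle-dependent bins, and 0.397, 0.356 and 0.356 for 2x, 4x and 10x, with no permutation run), and in the bins without repeated values none of the called bins lay there, with an odds ratio of 0.659 at an unadjusted slope p under 0.05 from limma, against a median of 0.669 with the cycle numbers permuted. The paper states that the change in non-coding regions came early, by 2x; here 2x differed by 0.453 points in non-coding RNA genes, 0.657 in intergenic bins and 0.373 in introns, within the spread of the samples, and as deposited by 0.661, 0.500 and 0.481 (exact permutation, adjusted p = 0.0143, 0.0416 and 0.0229). In bins in which at least 1 group varies, chosen after seeing the data, these were 1.37, 2.71 and 2.04 (exact permutation, adjusted p = 0.00816 for each). Non-coding RNA genes are a narrower class than the paper's wording may cover.

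The paper lists 9 hypermethylated genes, of which 5 had a value here. In each of 2x, 4x and 10x, 2 of the 5 had a positive difference, not the same 2 throughout, and none passed. Cebpe was higher in 2x and 4x and lower in 10x. As deposited, 9, 9 and 8 of 9 were positive in 2x, 4x and 10x, with 2, 2 and 3 passing. The paper lists 9 hypomethylated genes besides Tert and Terc; of these 11 genes, 9 had a value here, of which 3, 5 and 6 had a positive difference and none passed, and as deposited 1, 3 and 1 of 11 were positive, with 4, 5 and 3 passing as lower. Tert and Terc are reported as hypomethylated; both were lower here in each comparison within the spread of the samples, and as deposited Tert passed in 4x and 10x and Terc in 2x and 4x. The paper describes a response common to all cycle numbers as the strongest. Here 0 bins were shared by all 3 comparisons, and 22091 as deposited. The 0 cannot decide this for a response in few bins. With 200 bins changed, limma recovered 8.5%, 3.5% and 14% of simulated differences of 60 points in 2x, 4x and 10x. At an unadjusted p under 0.05 with at least 10 points, 17 of 100 divisions of the samples gave as many bins as 2x. For 4x 7 of 35 did, the real one included. Bins in which at least 3 groups or 1 group vary, chosen after seeing the data, gave 3 and 135. Hypermethylation around Bcor is reported by the paper; here the 10x difference of 11.0 points had an adjusted p of 0.0571 by exact permutation, and as deposited of 0.0143. It was 0.0476 without the 10x sample 12, and 0.0143 and 0.0429 in bins in which at least 1 group varies and with repeated values left out, both chosen after seeing the data. With each other 0x or 10x sample left out it was 0.0714 to 0.143, with the label series as a block 0.1, with the promoter of Homer 0.1, with a narrower window 0.0571, and where at least 3 groups vary, also chosen after seeing the data, 0.0857. A share of the genes of Fig. S8 could not be set beside the paper's, as the target sets were not used here.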

Other observations

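The tests of imprinted regions and of the alternatives on repeated values were chosen after the result was seen; those of CpG density and of the X promoters beside Bcor were planned.

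Other gene groups fixed for HSCs also differed little in promoter methylation in the bins without repeated values, and limma called none of their members over all genes. Promoters of 9 lymphoid genes were at 41.2% ± 1.84 (SD, n = 4) in 0x and 45.3% ± 1.95 (SD, n = 6) in 10x, a difference of 4.10 points (exact permutation, p = 0.019, adjusted 0.54). Promoters of 24 DNA repair genes were at 4.51% ± 0.495 in 0x, 3.26% ± 0.731 in 4x and 3.71% ± 0.505 in 10x (exact permutation, p = 0.0286 and 0.0429, both adjusted 0.54). Of these, Ung, the uracil DNA glycosylase that removes uracil and 5-fluorouracil from DNA, was at 0.0698% ± 0.140 in 0x and 3.6% ± 1.24 in 10x, and was the 1 member higher when adjusted over the list alone (adjusted p = 0.0349 from limma, and 0.0145 over the 5FU handling list). Of 5 myeloid genes, Csf2ra, a receptor chain for GM-CSF, was higher in 10x (26.2% ± 11.7 to 45.2% ± 5.94) and Irf8, a transcription factor of monocytes, lower (18.7% ± 6.66 to 9.95% ± 2.68) when adjusted over the list alone (adjusted p = 0.0221 and 0.0286 from limma). Of 9 HSC aging genes, Clu, the gene of clusterin, was lower in 2x (3.85% ± 1.26 to 0.274% ± 0.517) when adjusted over the list alone (adjusted p = 0.0307 from limma).

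The 10x differences from 0x were 0.0718 points over 17 HSC identity genes, 0.163 over 9 HSC aging genes, 0.262 over 15 Wnt genes, -0.0767 over 11 telomerase genes, -0.358 over 12 genes of DNA methylation, -0.965 over 10 genes of 5FU handling and -1.79 over 6 erythroid and megakaryocyte genes, with exact permutation p values from 0.138 to 0.929. In all deposited bins, promoters of HSC aging genes differed by -5.49 points in 10x, erythroid and megakaryocyte genes by 5.71 in 2x and 5FU handling genes by 2.59 in 10x (exact permutation, adjusted p = 0.0333 for each).

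A hypothesis is that the gain of methylation after 10 cycles depends on CpG density outside promoters. Bins with 1 or 2 CpG sites went from 75.5% ± 1.08 (SD, n = 4) in 0x to 77.9% ± 0.491 (SD, n = 6) in 10x, and bins with 3 to 5 sites differed by 1.68 points, whereas bins with at least 6 sites went from 27.2% ± 0.240 to 27.3% ± 0.1. The change in sparse bins exceeded that in dense bins by 2.31 points (exact permutation, p = 0.00476), as the hypothesis requires. The sparse bins also start at a higher level, and bins with few sites may rest on fewer reads, so density was not separated from level or depth.

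A hypothesis is that the Bcor difference is part of a rise of all promoters on the X chromosome. The other X promoters differed by 0.636 points between 10x and 0x, against 11.0 at Bcor, so a rise of the whole chromosome is argued against. A further hypothesis is that imprinted regions lose methylation with cycles. Over 18 imprinted genes the mean was 40.6% ± 7.04 (SD, n = 4) in 0x and 43.0% ± 3.98 (SD, n = 6) in 10x, a difference of 2.43 points (exact permutation, p = 0.5), which does not show a loss. Among the genes hypomethylated in 4x and 10x but not 2x as deposited, 3 of 22 imprinted genes were found (Fisher's exact test, p = 0.00431, adjusted 0.181).

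Bcl6, Runx1, Klf4 and Pou5f1, named by the paper for their targets, had promoters in 10x within the spread of 0x in the bins without repeated values. Runx1 was at 4.42% ± 2.82 in 0x and 3.85% ± 4.36 in 10x, Klf4 at 3.99% ± 2.51 and 3.96% ± 3.95, and Pou5f1 at 42.6% ± 18.6 and 47.5% ± 5.51 (exact permutation, p = 0.819, 1 and 0.557). As deposited, Bcl6 was lower in 10x, at 3.16% ± 1.42 against 8.12% ± 1.82 (adjusted p = 0.0103 from limma), and Pou5f1 higher in 2x, at 58.4% ± 3.18 against 40.2% ± 11.3 (adjusted p = 0.0249 from limma).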
